# Loss of EIF4G2 mediates aggressiveness in distinct human endometrial cancer subpopulations with poor survival outcome in patients

**DOI:** 10.1038/s41388-024-02981-x

**Published:** 2024-02-22

**Authors:** Sara Meril, Maya Muhlbauer Avni, Chen Lior, Marcela Bahlsen, Tsviya Olender, Alon Savidor, Judit Krausz, Hila Belhanes Peled, Hila Birisi, Nofar David, Shani Bialik, Ruth Scherz-Shouval, Yehuda Ben David, Adi Kimchi

**Keywords:** Endometrial cancer, Cancer screening, Cancer therapy

## Abstract

The non-canonical translation initiation factor EIF4G2 plays essential roles in cellular stress responses via translation of selective mRNA cohorts. Currently there is limited and conflicting information regarding its involvement in cancer development and progression. Here we assessed its role in endometrial cancer (EC), in a cohort of 280 EC patients across different types, grades, and stages, and found that low EIF4G2 expression highly correlated with poor overall- and recurrence-free survival in Grade 2 EC patients, monitored over a period of up to 12 years. To establish a causative connection between low EIF4G2 expression and cancer progression, we stably knocked-down EIF4G2 in two human EC cell lines in parallel. EIF4G2 depletion resulted in increased resistance to conventional therapies and increased the prevalence of molecular markers for aggressive cell subsets, altering their transcriptional and proteomic landscapes. Prominent among the proteins with decreased abundance were Kinesin-1 motor proteins, KIF5B and KLC1, 2, 3. Multiplexed imaging of the EC patient tumor cohort showed a correlation between decreased expression of the kinesin proteins, and poor survival in patients with tumors of certain grades and stages. These findings reveal potential novel biomarkers for Grade 2 EC with ramifications for patient stratification and therapeutic interventions.

## Introduction

The non-canonical translation initiation factor EIF4G2 (also known as DAP5/p97/Nat1 [1–4]) plays essential roles in cellular stress responses via translation of selective mRNA cohorts. As a scaffold protein that recruits the 40S ribosome to the 5’ end of the mRNA, EIF4G2 drives translation independently of the mRNA’s 5’cap structure and/or canonical cap-binding proteins through various alternative mechanisms [5–9]. Importantly, EIF4G2 is necessary for embryonic development at early stages [10–12] and differentiation of both human and mouse embryonic stem cells (hESC, mESC) [13, 14]. Among EIF4G2’s mRNA targets are pro- and anti-apoptotic proteins that are specifically translated during apoptosis [15–17] and mitosis [18], an N-terminally truncated isoform of p53 that is translated during cell stress [19], and epigenetic modulators such as HMGN3 and KMTD2 that are essential for hESC differentiation [14, 20]. These indicate an important role for EIF4G2 in the translation of factors critical for cell fate decisions in somatic and embryonic stem cells, and it is not surprising that it has been linked to cancer.

Paradoxically, a limited number of studies have attributed both oncogenic and tumor-suppressive capabilities to EIF4G2. In triple negative metastatic breast cancer, EIF4G2 was shown to mediate non-canonical translation of targets involved in cell migration, the epithelial-mesenchymal transition (EMT) and invasion, and its overexpression correlated with and promoted tumor metastasis [21]. Likewise, a correlative study in gastric cancer showed that increased *EIF4G2* mRNA expression was associated with poor prognosis [22]. On the other hand, *EIF4G2* expression was reduced in bladder cancer, correlating with tumor de-differentiation and invasiveness [23]. Our recent analysis of the TCGA database demonstrated a significant reduction in *EIF4G2* mRNA expression in 7/24 primary tumor types compared to healthy tissue, as opposed to 2 tumor types that showed significant increased mRNA expression [24]. Moreover, we identified deleterious mutations and significantly occurring somatic missense mutations in *EIF4G2* in various cancers, several of which were proven to be loss-of-function. Thus, it appears that EIF4G2’s contribution to cancer varies according to the type and/or stage. Notably, endometrial cancer (EC) was prominent among the cancers showing reduced *EIF4G2* expression and the presence of somatic mutations, representing 14% of all occurrences of the mutations among all examined cancer types [24].

EC is the most common gynecological cancer in developed countries, with increasing incidence in recent years due to the rising prevalence of obesity, a main risk factor for the disease [25]. EC staging according to the International Federation of Gynecology and Obstetrics (FIGO) indicates the degree of invasiveness, with stage 1 limited to the corpus uteri and stages 2–4 progressively involving increased invasiveness and distant metastases. FIGO also grades tumors on a scale of 1–3 according to the relative proportions of the glandular and solid-tumor components. Grade 1 is well differentiated, Grade 2 is considered moderately differentiated, and Grade 3 is poorly differentiated, with a solid-tumor component less than 6%, 6–50%, and more than 50%, respectively. Buckham’s dualistic classification combines several factors, among them histological sub-type, grade, and hormone dependency into Type-1 and Type-2 EC. Type-1 hormone-dependent endometrioid cancer affects approximately 80% of patients, mostly classified as low grade (Grades 1,2 endometrioid adenocarcinoma) with favorable prognosis (5-year overall survival (OS) rate, 85%). Type-2 EC, diagnosed in the remaining 20%, is characterized by hormone-independent, high-grade (Grade 3) endometrioid adenocarcinomas, serous clear cell, carcinosarcomas and undifferentiated tumors, with a higher risk of metastasis and a poorer prognosis (5-year OS, ~55%) [26].

Standard treatment for EC is surgical resection, and depending on tumor stage and grade, is often accompanied by adjuvant therapy such as radiation and chemotherapy [26]. While survival rates for patients with low grade, early detected tumors can be as high as 95%, high grade and recurrent tumors are more refractory to treatment, and overall survival rates drop to 15–17% [27]. Thus, there is still a pressing need for new and advanced therapies and prognostic markers for the successful treatment of EC. One promising approach involves specifically targeting aggressive subpopulations with stem-like characteristics that can be identified by expression of certain markers such as CD133, CD44 and ALDH1A1 [27]. These cancer sub-populations, which have been identified in reproductive cancers such as breast, EC and various other cancers types, have been shown to acquire increased metastatic capacity and invasiveness, increased resistance to chemotherapies and radiotherapies, and increased tumorgenicity. As their presence is presumed to confer tumor aggressiveness, strategies to reduce their growth or induce their differentiation have been recently promoted [28].

Here we assessed the contribution of EIF4G2 to EC and determined that low protein expression in a cohort of 280 EC patients was associated with decreased overall survival of patients with Grade 2 EC. The functional significance of low EIF4G2 expression was assessed in HEC-1A and RL95-2 EC knock-down (KD) cell lines, which showed increased resistance to Taxol and radiation treatment, and enrichment for cells with high expression of CD133 and CD44 and altered transcriptomic and proteomic signatures. Among the proteins with decreased abundance were direct translation targets of EIF4G2, such as the kinesin-1 motor protein, which likewise showed a correlation between decreased protein expression and decreased overall survival rates in patients with more advanced EC. Our results show the prognostic potential of EIF4G2 and its potential protein targets.

## Results

### Low protein expression of EIF4G2 correlates with poor prognosis in endometrial cancer patients

The clinical significance of changes in expression of EIF4G2 in EC was assessed in a cohort of 280 EC patients collected and followed for up to 12 years post-surgery. Details on patient data are provided in Supplementary Table 1. All underwent surgical resection of the uterus, with or without adjuvant treatment. Kaplan–Meier analysis of OS of the samples recapitulated the expected patient outcomes based on type, grade, and stage of EC, with Type-2 and more advanced grades and stages showing lower survival rates (Fig. 1A–C).

**Fig. 1:**
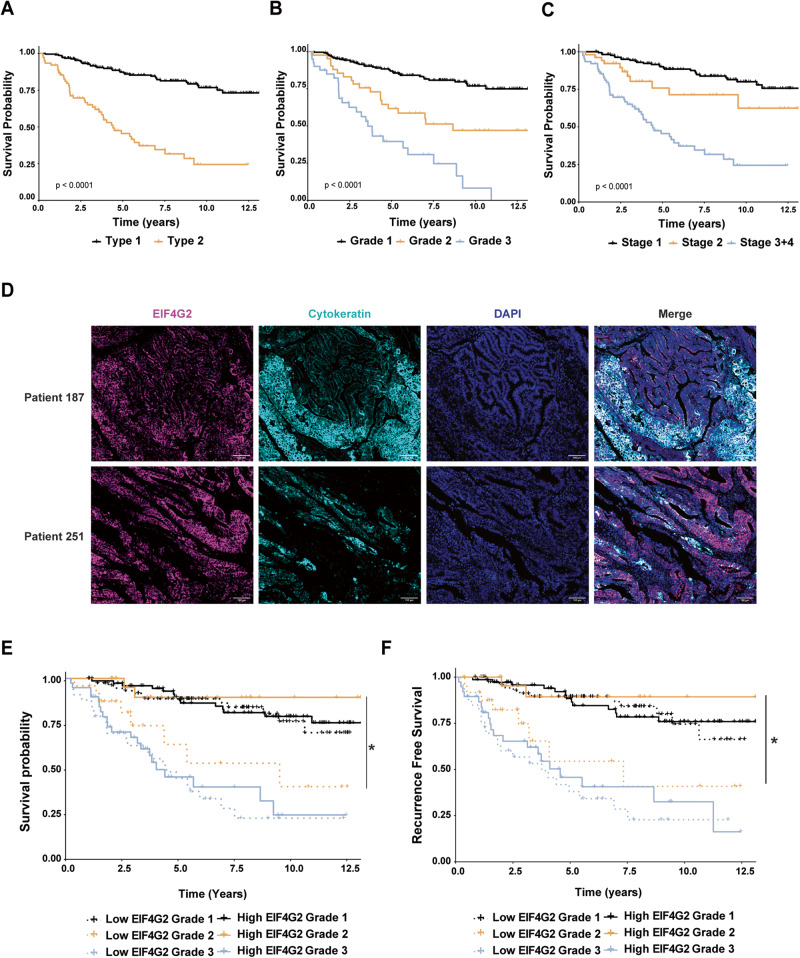
Low EIF4G2 expression correlates with poor prognosis in Grade 2 EC patients. Overall survival of 280 endometrial patients according to tumor (**A**) Type, (**B**) grade and (**C**) stage. Kaplan–Meier *P*-val was determined using log rank P test. **D** formalin fixed paraffin embedded (FFPE) tumor microarray (TMA) sections from the patient cohort were co-immunostained for EIF4G2, CK and DAPI. Representative images of two patients are shown. Scale bar 100 µM. **E**, **F** EIF4G2 staining within CK positive cells was stratified according to high (above median staining intensity) and low (below median staining intensity) levels and overall survival (**E**) and recurrence free survival (**F**) were assessed by Kaplan–Meier analysis. Log rank *P*-val was calculated from paired comparisons with FDR correction. *p < 0.05.

Tumor microarrays (TMA) were generated with cores derived from the 280 re-sectioned formalin-fixed paraffin embedded (FFPE) tumors. Each TMA was immunostained by multiplex immunofluorescence imaging for EIF4G2 and cytokeratin (CK), an epithelial marker used to identify the epithelial tumor cells, and staining intensity was only quantified in CK positive cells (Fig. 1D). Low and high EIF4G2 expression levels were defined as values below and above the median expression level, respectively (Supplementary Table S1). Expression levels were then correlated with patient survival by Kaplan–Meier survival analysis. Overall, there was no statistically significant difference in OS between patients exhibiting lower or higher intensity of EIF4G2 protein staining, although there was a slight trend towards lower survival in the low expressers (Supplementary Fig. S1A). Similarly, OS and recurrence-free survival (RFS) did not differ for patients with high or low EIF4G2 expression when analyzed by tumor type (Supplementary Fig. S1B, C) or tumor stage (Supplementary Fig. S1D, E). However, differences in EIF4G2 expression became statistically meaningful when patients were stratified by tumor grade; there was significantly lower OS and RFS in patients with Grade 2 tumors that expressed low levels of EIF4G2 (Fig. 1E, F). Also, low levels of EIF4G2 expression were associated with increased recurrence rates (Table 1). These differences could not be attributed to different treatments received following diagnosis, and the majority of both high and low expressing tumors were classified as low stage (Table 1), meaning the extent of migration and invasion was limited in both groups. Collectively, these data reveal that lower EIF4G2 expression is associated with poorer outcome in EC based on grade, with an especially strong association between low EIF4G2 expression and poor OS and RFS in Grade 2 EC patients.

**Table 1:** Grade 2 patient parameters stratified by low and high EIF4G2 protein Expression.

		EIF4G2 low (Intensity < 3.7)	EIF4G2 high (Intensity > 3.7)
Patient data	Number of patients	25	26
	Age	65.4	62.5
	BMI	29.0	42.6
Stage	1	19 (76%)	19 (73%)
	2	3 (12%)	5 (19.2%)
	3	3 (12%)	2 (7.6%)
	4	0	0
Therapies	Received therapy overall	17 (68%)	19 (73%)
	Chemotherapy	4/17 (23.5%)	1/19 (5.2%)
	Brachytherapy	15/17 (88.2%)	18/19 (94.7%)
	External radiation	7/17 (41.1%)	5/19 (26.3%)
Survival statistics	Recurrence	6 (24%)	4 (15.3%)
	Overall survival (months)	48.6	67.1
Number of patients from date of surgery	1 year	3	0
	2–3 years	12	8
	4–5 years	1	5
	6–7 years	1	2
	8–12 years	8	11

### EIF4G2KD results in increased resistance to anti-cancer agents in HEC-1A and RL95-2 EC cell lines

To establish a causative link between EIF4G2 and tumor aggression, EIF4G2 was depleted in the HEC-1A and RL95-2 EC cell lines by viral infection with vectors expressing shEIF4G2 or shGFP as control (Fig. 2A). HEC-1A cells were derived from a Stage 1A moderately well differentiated adenocarcinoma [29], and have been classified histologically as Grade 2 [30]. RL95-2 cells were derived from Grade 2 moderately differentiated adenosquamous carcinoma [31]. Depletion of EIF4G2 reduced the basal growth rates compared to the control cells in both HEC-1A and RL95-2 cells (Fig. 2B). Only minimal differences of uncertain biological significance were observed in cell cycle distribution (Fig. 2C, Supplementary Fig. S2A–D). We then tested the effect of EIF4G2 depletion on the responses to Taxol (Paclitaxel), the common chemotherapy agent used against aggressive EC tumors, and X-ray irradiation, a front-line therapy given either internally (brachytherapy) or externally [32]. While RL95-2 cells were more responsive to the treatments than HEC-1A cells, in both cell types EIF4G2KD cells exhibited increased viability following treatment with Taxol or irradiation compared to control cells (Fig. 2D, E). Western blotting for γH2AX, a histone variant that is phosphorylated in response to double stranded DNA breaks and serves as a marker for DNA damage and resolution, showed that in both cell lines, EIF4G2KD cells led to reduced levels of γH2AX compared to the control cells (Fig. 2F, Supplementary Fig. S2E). This suggests that the irradiated EIF4G2KD cells either underwent less DNA damage or managed to resolve the damage faster and/or more efficiently compared to control irradiated cells. Overall, EC cells that are depleted of EIF4G2 displayed reduced sensitivity to standard therapies used clinically to treat EC.

**Fig. 2:**
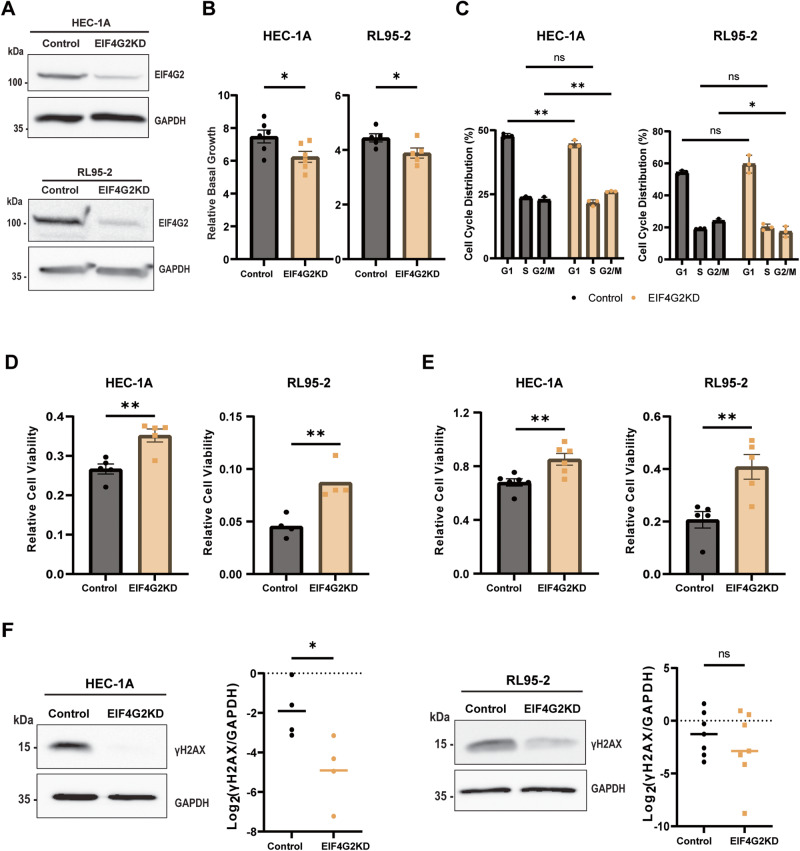
Depletion of EIF4G2 in HEC-1A and RL95-2 cells results in increased therapy resistance. **A** Total cell lysate form HEC-1A (upper panel) and RL95-2 (lower panel) control and EIF4G2KD cells were subjected to western blot analysis for EIF4G2 and GAPDH as loading control. Representative blots are shown. **B** Relative basal growth of control and EIF4G2KD cells was measured by CellTiter-Glo assay in HEC-1A (left) and RL95-2 (right). Relative growth was calculated as luminescence of cells at day 4 (T4) relative to corresponding cells at day 0 (T0). Shown are the mean relative luminescence values ± SEM of n > 5 independent experiments. Significance was determined by two tailed t-test. *p < 0.05. **C** Cell cycle distribution of HEC-1A (left) and RL95-2 (right) control and EIF4G2KD cells after 24 h in culture. Shown are the % total population in each stage, expressed as mean ± SEM of 3 independent experiments. Statistical significance was determined by one way ANOVA. *p < 0.05; **p < 0.01; ns: not significant. **D** Cell viability was measured by CellTiter-Glo assay in HEC-1A (left) and RL95-2 (right) control and EIF4G2KD cells incubated with DMSO or 2.5 nM Taxol for 4 d. Luminescence values of Taxol treated samples were normalized to the values of corresponding DMSO treated samples, representing relative viability. Shown are the mean relative luminescence values ± SEM of *n* > 4 independent experiments. Significance was determined by two tailed t-test. **p < 0.01. **E** HEC-1A (left) and RL95-2 (right) control and EIF4G2KD cells were exposed to either 16 Gy or 8 Gy X-ray irradiation, respectively. Cell viability was assayed 4d later as in **D** relative to mock irradiated cells. Shown are the mean relative luminescence values ± SEM of *n* > 5 independent experiments. Significance was determined by two tailed t-test. **p < 0.01. **F** Total cell lysates form HEC-1A (left) and RL95-2 (right) (**E**) control and EIF4G2KD cells were subjected to western blot analysis for γH2AX and GAPDH, as loading control, 4d following irradiation. γH2AX signal was normalized to GAPDH and quantification results are represented as individual data points and also as mean values of 4 (HEC-1A) or 7 (RL95-2) independent experiments.

The increased resistance to therapies observed suggests that reduced expression of EIF4G2 should confer a survival advantage, resulting ultimately in their persistence and enrichment within a mixed population of cells. To test this, control HEC-1A cells were stained with CFSE, and mixed together in equal quantities with unstained EIF4G2KD cells in co-cultures. 24 h later, the cells were irradiated or left untreated as above, and analyzed by flow cytometry for cell viability (Propidium Iodide (PI) uptake) and cell cycle distribution after an additional 72 h (Supplementary Fig. S3, gating strategy). In untreated cells, 4d total culture resulted in a population shift favoring the control CFSE+ cells in HEC-1A cells, and even more dramatically in RL95-2 cells (Fig. 3A, B), likely due to the higher growth rates observed above (Fig. 2B). In contrast, 72 h following irradiation, the proportion of EIF4G2KD cells within the population increased, approaching the original equal levels (Fig. 3A, B). Irradiation resulted in pronounced G2/M arrest and cell death in control cells in both cell lines, with the death response more pronounced in HEC-1A cells (Fig. 3C–F). Significantly, the proportion of cells arrested in G2/M was lower in EIF4G2KD cells, suggesting that depletion of EIF4G2 resulted in escape from cell cycle arrest. In addition, EIF4G2 depletion resulted in a 1.5-fold lower cell death rate compared to control HEC-1A cells, with a smaller effect on cell death in the RL95-2 cells (Fig. 3E, F). Thus, the relative enrichment in EIF4G2KD cells within the co-culture following irradiation most likely resulted from the combination of decreased cell death and cell cycle arrest in EIF4G2KD cells.

**Fig. 3:**
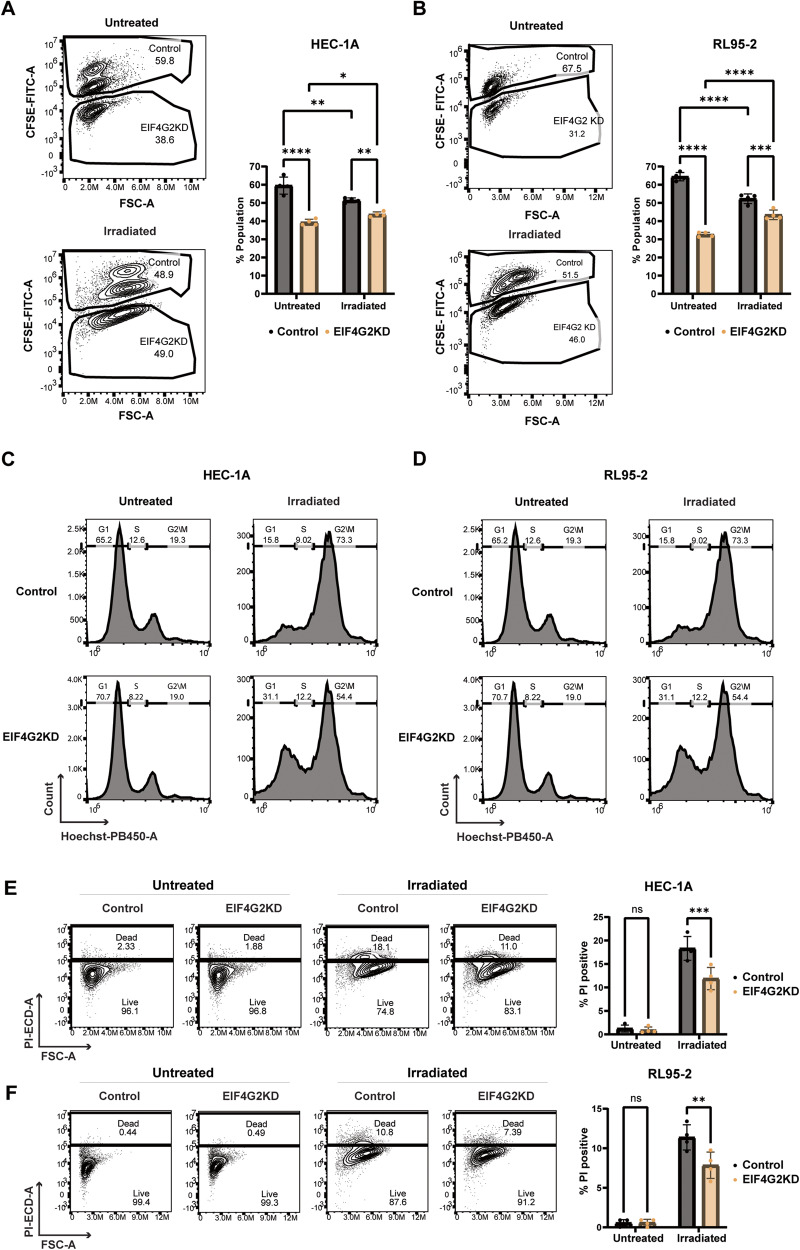
Depletion of EIF4G2 in HEC-1A and RL95-2 cells attenuates cell cycle arrest and cell death following irradiation, leading to enrichment upon co-culture with control cells. Control HEC-1A or RL95-2 cells were stained with CFSE and co-cultured with equal quantities of EIF4G2KD cells. 24 h later, they were irradiated with 16 Gy (HEC-1A) or 8 Gy (RL95-2) X-rays, or left untreated, and analyzed 72 h later by flow cytometry. HEC-1A (**A**) or RL95-2 (**B**) co-cultures were gated based on CFSE staining to identify control and EI4FG2 KD cells. Shown are representative density plots; the percentage of each cell type within the total live cell population is shown in the graphs, as mean ± SEM of 4 independent experiments. Statistical significance was determined by two-way ANOVA. (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). **C**, **D** Cell cycle distribution was determined after staining with Hoechst for DNA content for CFSE+ (control) and CFSE− (EIF4G2KD) populations in HEC-1A (**C**) or RL95-2 (**D**) cells. Shown are representative histograms from one of 3 independent experiments. HEC-1A (**E**) and RL95-2 (**F**) cells were stained with PI as a measure of cell death and the percentage of PI positive (dead) cells within CFSE+ and CFSE− populations was determined. Shown are representative density plots of the gated populations, and graphs showing the mean ± SEM of 4 independent experiments. Statistical significance was determined by two-way ANOVA (**p < 0.01, ***p < 0.001, ns not significant).

### EIF4G2 depletion increases the proportion and treatment resistance of cells expressing markers of aggression CD133 and CD44

In order to further characterize the effect of EIF4G2 protein depletion on cancer outcome, and to understand why EIF4G2KD cells are more resistant to therapies, we examined the prevalence of aggressive sub-populations within the control and EIF4G2KD cells by probing for CD133 (PROM1) and CD44. FACS analysis for cell surface expression of these markers (see Supplementary Fig. S4A, B for gating strategy) indicated that EIF4G2KD increased both markers’ expression intensity and the population distribution of positive cells (Fig. 4A, B). Similar, yet more modest, results were also observed upon transient siRNA transfection (Supplementary Fig. S4C, D). RL95-2 cells did not express CD133, even upon EIF4G2KD, yet EIF4G2 depletion did increase CD44 surface expression intensity by two-fold (Fig. 4C), similar to the HEC-1A cells.

**Fig. 4:**
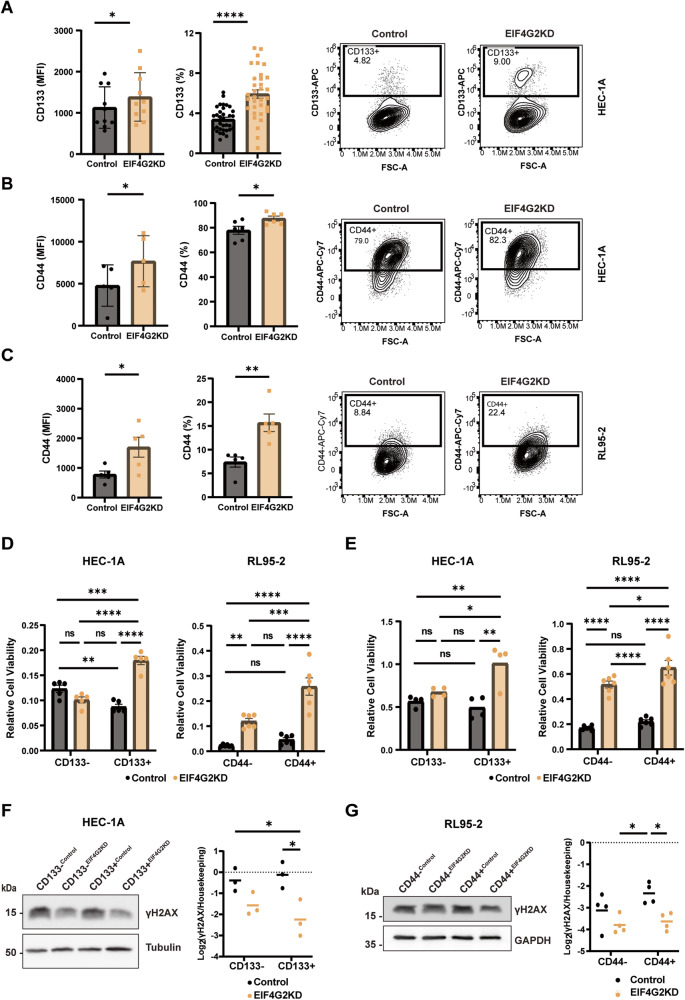
EIF4G2KD increases CD133 and CD144 expression and viability of CD133+ and CD44+ populations following therapy in HEC-1A and RL95-2 cells. Flow cytometry analysis of cell-surface expression of CD133 (**A**) and CD44 (**B**, **C**) in control and EIF4G2KD HEC-1A cells (**A**, **B**) and control and EIF4G2KD RL95-2 cells (**C**). Quantification of results is presented as mean ± SEM, *n* > 5 for both overall mean florescent intensity (MFI) and as percent of total population. *P*-vals were calculated using two-tailed t-test (*p < 0.05, **p < 0.01, ****p < 0.0001). A representative flow cytometry plot is shown for each. **D** Control and EIF4G2KD HEC-1A and RL95-2 cells were separated for CD133 and CD44 expression, respectively. Separated populations were treated with 2.5 nM Taxol or DMSO as control for 4 d and cell viability assayed by CellTiter-Glo. Luminescence was normalized to DMSO treated cells. Left graph, HEC-1A cells, right graph RL95-2 cells. **E** Cell viability of HEC-1A (left) and RL95-2 (right) CD133+ and CD133− or CD44+ and CD44- control and EIF4G2KD separated populations 4 d after exposure to 16 Gy (HEC-1A) or 8 Gy (RL95-2) X-ray irradiation. For **D**, **E**, results are presented as mean values ± SEM of *n* > 4 independent experiments. Significance was determined by two-way ANOVA. (*p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001). Total cell lysates form HEC-1A (**F**) and RL95-2 (**G**) CD133+ and CD133- or CD44+ and CD44- control and EIF4G2KD separated populations were subjected to western blot analysis for γH2AX and GAPDH, as loading control 4 d following irradiation. γH2AX signal was normalizedC to GAPDH and quantification results are presented as individual data points and also as mean values of 4 independent experiments. Statistical significance was determined for log_2_ transformed mean values by two-way ANOVA (*p < 0.05).

The potentially more aggressive sub-populations were separated from the KD cells using anti-CD133 and anti-CD44 conjugated magnetic beads for HEC-1A and RL95-2 cells, respectively. The percentage of the CD133^+^ and CD133^−^ populations remained stable over time in the separated HEC-1A populations (Supplementary Fig. S4E), and there was no significant difference in their proliferation rates (Supplementary Fig. S4F). Cell viability of the separated control and EIF4G2KD cells was then assessed following treatments with Taxol and X-ray irradiation. CD133+^EIF4G2KD^ HEC-1A cells and CD44+^EIF4G2KD^ RL95-2 cells displayed significant increases in viability compared to all other separated populations in response to Taxol treatment (Fig. 4D). Similarly, the relative number of viable cells in the CD133+^EIF4G2KD^ HEC-1A cells was almost double that of the other cell populations, and the viable CD44+^EIF4G2KD^ RL95-2 cells were almost three times more than the control populations (Fig. 4E). As expected, western blotting indicated that γH2AX was activated, yet remained significantly lower in EIF4G2KD CD133+ HEC-1A and CD44+ RL95-2 cells (Fig. 4F, G). This implies that DNA damage was reduced and/or more quickly resolved in the EIF4G2KD cells, and thus these more aggressive sub-populations were more likely to survive irradiation.

### Downregulation of EIF4G2 expression alters the transcriptomic and proteomic signature of CD133+ cells and selectively impairs translation of kinesin 1 proteins

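HEC-1A, an established line of human endometrial adenocarcinoma, carried either a control shRNA or a stable shRNA against EIF4G2 (EIF4G2KD) and was sorted on CD133, the surface antigen encoded by PROM1. Bulk MARS-seq, which counts the 3' ends of polyadenylated transcripts, was run on 15000 sorted cells per sample. The labels number 5 replicates in each of the 4 populations, while the series description speaks of 4 independent experiments. The authors left out the third CD133+ Control replicate after a quality check, and 19 libraries were analysed. Beyond the words independent experiments, nothing states that the replicates came from separate cultures, so the p-values measure the spread between these libraries, which may be technical. The 5 CD133− Control libraries held 2592492 to 3805659 counts (median 3145045) and the 5 CD133− EIF4G2KD libraries 1679447 to 5234905 (median 2537807). The 4 CD133+ Control libraries held 2574410 to 4640652 counts (median 3596978) and the 5 CD133+ EIF4G2KD libraries 2198601 to 3607114 (median 2855223). The authors aligned the reads to hg38 with STAR 2.4.2a, counted them per gene and deposited whole-number counts per gene. From these counts, 10338 genes that passed a filter on low counts were tested with edgeR's quasi-likelihood test after TMM normalization, in 1 model over the 4 populations. A gene was called at the study's thresholds, an adjusted p below 0.05, a log2 fold change beyond 0.58 in size and a mean normalized count above 10. The replicate number did not enter this model or the fits that left out libraries. The result with the number as a block is given where it changed a call or moved a count by more than 1.5 times.
EIF4G2, the translation initiation factor targeted by the shRNA, lies on the minus strand of chromosome 11 (GRCh38, 10797050 to 10808940) and overlaps CTR9 on the other strand. In CD133− Control, the libraries numbered 1 to 5 had 360, 193, 323, 245 and 333 EIF4G2 CPM (counts scaled by library size and TMM; 291 ± 69.5, SD, n = 5). In CD133− EIF4G2KD they had 163, 102, 164, 51.1 and 36.8 (103 ± 60.0, SD, n = 5), every one below every CD133− Control library (two-sided exact permutation test, p = 0.0079, the smallest that 5 libraries against 5 allow). The log2 fold change was −1.48 (standard error 0.33) with an adjusted p of 0.12 from edgeR, and −1.55 (standard error 0.29, adjusted p = 0.018) with the replicate number as a block. EIF4G2 also passed the test with DESeq2 (−1.49, adjusted p = 0.0087) and without CD133− Control replicate 2 (edgeR adjusted p = 0.031). The CD133+ Control libraries numbered 1, 2, 4 and 5 had 377, 360, 275 and 335 CPM (337 ± 44.6, SD, n = 4). The CD133+ EIF4G2KD libraries had 350, 270, 130, 231 and 253 (247 ± 79.3, SD, n = 5), a log2 fold change of −0.45 (standard error 0.34, edgeR adjusted p = 0.52; two-sided exact permutation test, p = 0.071). It was lower in EIF4G2KD in all 4 pairs of CD133+ libraries with the same number, and with the replicate number as a block the log2 fold change was −0.48 (standard error 0.29, adjusted p = 0.30), so a decrease did not pass the test. In the paper's Table S3, of whose sheet of all proteins the first 1998 of 4604 rows were read here, the EIF4G2 protein has a log2 ratio of −1.0 (the paper's p = 7.7e-06) in CD133− cells and −0.12 (the paper's p = 0.24) in CD133+ cells. PROM1 (chromosome 4, 15963076 to 16084378, overlapping FGFBP2 on the same strand) was at 1.93 ± 1.11 and 1.31 ± 0.52 CPM in CD133− Control and CD133− EIF4G2KD (SD, n = 5 each). It was at 13.4 ± 2.28 (SD, n = 4) and 21.6 ± 5.12 (SD, n = 5) in the corresponding CD133+ populations, so its mRNA followed the sort. On the first principal component, which held 25.0% of the variance, CD133− EIF4G2KD libraries 5, 4 and 2 and CD133+ EIF4G2KD library 3 stood apart with scores of 72.7, 49.0, 20.0 and 25.6. Every other library scored 1.41 or lower. These 4 libraries also had the lowest EIF4G2 levels, 36.8, 51.1, 102 and 130 CPM, against 163 or more in all others.

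**Figure D1:**
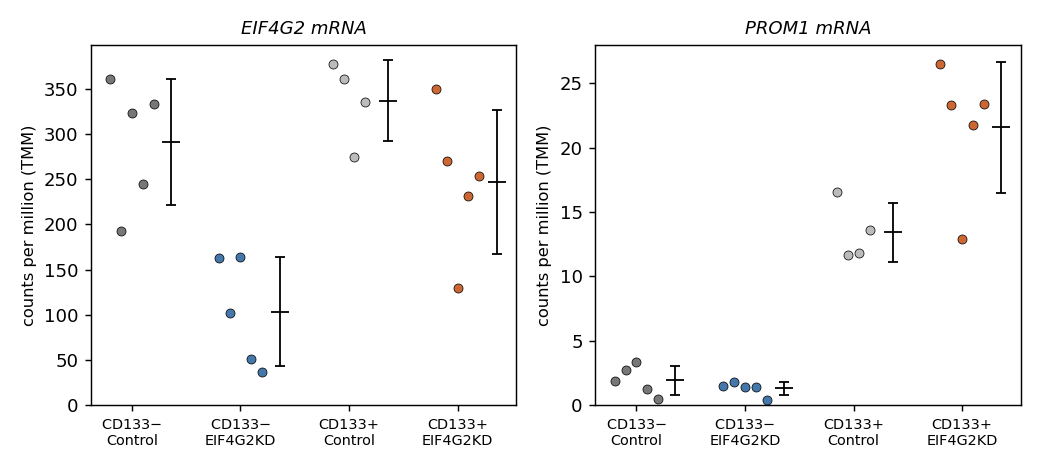
EIF4G2 (left) and PROM1 (right) mRNA in CPM after TMM normalization, with 1 point per library in order of replicate number. The bars give the mean and SD of each population; EIF4G2 ranges from 36.8 to 164 in CD133− EIF4G2KD and from 130 to 350 in CD133+ EIF4G2KD, and PROM1 is highest in the CD133+ populations.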

In order to better understand the phenotypic differences in response to therapies, control and KD HEC-1A populations were FACS sorted and then subjected to RNA-seq analysis and mass spectrometry (MS) analysis. The CD133− and CD133+ control populations showed relatively minor changes in their transcriptomic profiles with only 77 differentially expressed genes (DEGs) (Supplementary Table S2). 

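CALB1, which encodes the calcium-binding protein calbindin, differed most among the called genes of the CD133− and CD133+ control populations, with 38.4 ± 8.06 CPM in CD133− Control (SD, n = 5) and 2.10 ± 1.55 in CD133+ Control (SD, n = 4). It lies on chromosome 8 (GRCh38, 90058608 to 90095475) and had a log2 fold change of 4.17 (standard error 0.46, adjusted p = 3.2e-05 from edgeR's quasi-likelihood test). The long noncoding RNA LINC02582 was also higher in CD133− Control, with a log2 fold change of 3.53 (standard error 0.43, adjusted p = 0.00011 from the same test). CCL28, which encodes an epithelial chemokine, was lower in CD133− Control, at 16.1 ± 2.28 against 33.6 ± 5.68 CPM (log2 fold change −1.07, standard error 0.18, edgeR adjusted p = 0.0065). In all, 24 genes were called, 19 higher and 5 lower in CD133− Control. All 24 were in the authors' deposited list for this comparison. The count fell to 15 without CD133+ Control replicate 5, and with the replicate number as a block it was 56, of which 42 were higher and 14 lower. The genes of chromosome 9 had a median log2 fold change of −0.13 over 432 genes and the 95 genes of chromosome 21 one of −0.15.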

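Of the embryonic and pluripotent stem cell lineage markers SOX17, TNNI3, PAX2, FGF18 and PROM1, the first 4 were higher and PROM1 was lower in the CD133− than in the CD133+ control population. PAX2, a transcription factor of the developing kidney and Müllerian duct (chromosome 10 of GRCh38, 100735396 to 100829944), was at 24.1 ± 3.02 CPM in CD133− Control (SD, n = 5) and at 2.65 ± 1.34 in CD133+ Control (SD, n = 4), a log2 fold change of 3.15 (standard error 0.34, edgeR adjusted p = 2.6e-05). SOX17, an endoderm transcription factor on chromosome 8 (54457935 to 54460892), had a log2 fold change of 3.44 (standard error 0.56, edgeR adjusted p = 0.0032). TNNI3, which encodes cardiac troponin I (chromosome 19, 55151767 to 55157773), had one of 1.77 (standard error 0.22, edgeR adjusted p = 0.00012). FGF18, a secreted growth factor on chromosome 5 (171419647 to 171457626), had one of 1.97 (standard error 0.40, edgeR adjusted p = 0.035), and PROM1 one of −2.83 (standard error 0.33, edgeR adjusted p = 7.2e-05). The call of FGF18 was lost without CD133− Control replicate 1 or 5 or any 1 of the 4 CD133+ Control libraries (adjusted p from 0.057 to 0.15).
Among the 7 genes listed in Fig. S5A for cytoskeletal signaling, RAB25, a small GTPase of epithelial membrane traffic (chromosome 1, 156061160 to 156070504), was at 63.5 ± 9.38 CPM in CD133− Control and 19.8 ± 3.05 in CD133+ Control, with a log2 fold change of 1.67 (standard error 0.17, edgeR adjusted p = 2.6e-05). Here and in the later passages, members of lists are counted by the adjusted p alone, without the thresholds on fold and mean count. With TNNI3 it made 2 of 7 that were higher over all genes, none was lower, and 5 were higher and 1 lower when adjusted over the list alone. With the replicate number as a block, KRT13 (log2 fold change 1.58, adjusted p = 0.0029), MUC1 (0.88, adjusted p = 0.026) and TMOD1 (1.61, adjusted p = 0.026) were called as well. CAV1 (0.54) and ITGB2 (−0.72) did not pass the test. The embryonic list had 4 genes higher and 1 lower of 5 both over all genes and when adjusted over the list alone. Both lists were chosen by the study on these samples, so these counts are not independent evidence of a direction. Of 10 measured genes of a list of Müllerian and endometrial epithelium, 3 were higher (PAX2, SOX17 and FGF18, which the study's list shares) and none was lower, with 3 higher also when adjusted over the list alone. The list was fixed before the data were examined, but the paper's own values were visible by then, so it is not independent evidence either. That list had a median log2 fold change of 0.03 and a mean of 0.80 (camera, adjusted p = 0.011; adjusted p = 0.32 with an estimated correlation).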

Annotation by GeneAnalytics [33] of this set indicated enrichment in pathways associated with “cytoskeletal signaling” (7 genes) and “embryonic and induced pluripotent stem cell and lineage specific markers” (5 genes: SOX17, TNNI3, PAX2, PROM1 (CD133), FGF18) (Supplementary Fig. S5A), consistent with a more stem-like phenotype in the CD133+ cells. There was also a high degree of similarity between the transcriptomic profiles of the CD133− populations regardless of EIF4G2 status (137 DEGs, with no high scoring pathways by GeneAnalytics), indicating little effect of EIF4G2 depletion on the general HEC-1A cells. In contrast, the RNA-seq analysis highlighted a strong transcriptomic difference between the CD133+^EIF4G2KD^ cells and all other populations (Fig. 5A). 

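Among the CD133− populations, 1 gene passed the test, F2R, which encodes the thrombin receptor PAR1 and lies on chromosome 5 (GRCh38, 76716126 to 76735770). F2R was at 2.61 ± 0.94 CPM in CD133− EIF4G2KD and at 12.2 ± 5.79 in CD133− Control (SD, n = 5 each), a log2 fold change of −2.24 (standard error 0.36, adjusted p = 0.046 from edgeR's quasi-likelihood test). It lies outside the rule by which genes were named and was picked after its value was seen. At an unadjusted p below 0.05 there were 1092 genes, and DESeq2 called 38. Leaving out CD133− Control replicate 2 gave 60 called genes, and leaving out any 1 of the other 9 libraries gave 0. With the replicate number as a block, 80 genes were called, 31 higher and 49 lower in CD133− EIF4G2KD. Of 100 splits of these libraries into groups of 5, the real one included, 3 gave 80 or more, and of the 15 that part all 5 numbers, the one that exchanges the libraries numbered 2 gave 80 as well. The genes next named were also picked after their values were seen. In the blocked model LINC00431 (log2 fold change −1.69, adjusted p = 0.0074), the immune-type receptor VSTM1 (−1.43, adjusted p = 0.0074), the cystatin CST6 (−0.81, adjusted p = 0.011) and the LIM-domain protein FHL2 (−1.59, adjusted p = 0.016) were lower. PPARG, the nuclear receptor of lipid storage, was lower (−2.0, adjusted p = 0.015). HTRA1, a secreted serine protease, was higher (0.99, adjusted p = 0.016). None of 31 gene lists passed camera, and no member of the lists of oxidative phosphorylation (67 genes measured), DNA double-strand break repair (36 genes) or proliferation and mitosis (34 genes) was called, over all genes or when adjusted over the list alone. Without CD133− EIF4G2KD libraries 4 and 5, which had the highest scores on the first principal component and the lowest EIF4G2 levels, 0 genes were called.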

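SCIN, which encodes the actin-severing protein scinderin (chromosome 7 of GRCh38, 12570577 to 12660182), was at 68.5 ± 12.0 CPM in CD133+ EIF4G2KD (SD, n = 5). The other populations were at 1.63 ± 0.27 (CD133+ Control, n = 4), 6.51 ± 3.70 (CD133− Control, n = 5) and 12.6 ± 5.69 (CD133− EIF4G2KD, n = 5). BAHCC1, a chromatin-associated protein encoded on chromosome 17 (81395457 to 81466331), was at 31.1 ± 4.71 CPM in CD133+ EIF4G2KD and at 0.36 to 2.87 on average elsewhere. FUOM, fucose mutarotase (chromosome 10, 133355158 to 133358025), went the other way, with 4.21 ± 2.56 CPM in CD133+ EIF4G2KD against 68.1 ± 12.5, 43.9 ± 10.2 and 39.9 ± 9.61 in CD133+ Control, CD133− Control and CD133− EIF4G2KD. When each population was compared with the mean of the other 3 by edgeR's quasi-likelihood test, 665 genes were called for CD133+ EIF4G2KD, 282 higher and 383 lower, against 14 for CD133− Control, 193 for CD133− EIF4G2KD and 180 for CD133+ Control. The difference between EIF4G2KD and control is called the knock-down effect here and below. The paper's methods name a single EIF4G2 shRNA for the stable cells, and the EIF4G2 decrease did not pass the test in CD133+ cells. This difference therefore cannot be told from other differences between the stable cells. It was itself unlike in CD133+ and CD133− cells for 197 genes by the interaction term, 58 with a positive and 139 with a negative difference. With the replicate number as a block, the count was 592. The interaction count was 125 without CD133− Control replicate 3 and 129 without CD133+ Control replicate 5.
Genes of 4 chromosome regions differed together in these libraries; the regions were picked because this was seen in the same libraries, so the values describe the shift and do not test it. The median log2 difference of the knock-down effects, CD133+ minus CD133−, was 0.53 over 446 genes of 1q, −0.59 over 432 genes of chromosome 9, −0.47 over 404 genes of 19q and −0.41 over 95 genes of chromosome 21. In each of the 4 regions, each CD133+ EIF4G2KD library lay beyond all 14 other libraries. Of the 197 genes, 95 (48.2%) lay in these regions, which held 13.3% of the genes tested, and 102 lay elsewhere. Not counting genes of these regions, a step added after the data were seen, 384 of the 665 genes remained. The first principal component did not follow the 4 populations, though the 4 libraries apart on it were all EIF4G2KD libraries, those with the lowest EIF4G2 levels. CD133+ EIF4G2KD was apart from the rest on the third (13.3% of the variance).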

In other words, EIF4G2 depletion had the largest effects on gene expression in the context of the CD133+ cells, with 939 DEGs between the EIF4G2KD and control CD133+ populations. Moreover, its depletion amplified the relatively small transcriptomic differences between the CD133− and CD133+ cells by more than 10-fold (77 DEGs vs 894 DEGs in the EIF4G2KD comparison) (Supplementary Table S2). 

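The largest rises among the genes called in CD133+ EIF4G2KD over CD133+ Control were those of BAHCC1 (log2 fold change 6.32, standard error 0.54, edgeR adjusted p = 2.2e-07) and SCIN (5.34, standard error 0.41, edgeR adjusted p = 3.6e-08). Also higher were the neural transcription factor POU3F3 (3.82, standard error 0.26, edgeR adjusted p = 4.7e-09) and the translation elongation factor EEF1A2 (3.58, standard error 0.47, edgeR adjusted p = 6.4e-05). Of the called genes, FUOM fell most (−4.01, standard error 0.29, edgeR adjusted p = 1.1e-08), and the basement membrane protein NID2 (−3.61, adjusted p = 7.4e-05) and the adhesion molecule L1CAM (−3.42, adjusted p = 0.00014) fell as well. NID2 and L1CAM also had log2 fold changes of −2.33 and −1.73 in CD133− cells. Their interaction terms did not pass the test (edgeR adjusted p = 0.51 and 0.26). In all, 626 genes were called in CD133+ cells by edgeR's quasi-likelihood test, 270 higher and 356 lower, and 1035 (449 higher and 586 lower) with the replicate number as a block. Of the 626, 590 were in the authors' deposited list.
Among lists fixed before the data were examined, though with the paper's own values visible, 2 of 17 measured genes of aldehyde dehydrogenase and retinoid metabolism were higher and 3 lower by the adjusted p (3 higher and 4 lower when adjusted over the list alone). Of the 3, ALDH3A2 had a fold change below the threshold (−0.53). The retinoic acid-binding protein CRABP2 rose (0.99, standard error 0.24, edgeR adjusted p = 0.012) and the retinal reductase DHRS3 fell from 297 ± 104 (SD, n = 4) to 74.1 ± 32.3 CPM (SD, n = 5). Of 25 epithelial adhesion and keratin genes, 3 were higher, among them RAB25 (3.15, standard error 0.18, edgeR adjusted p = 6.7e-10) and the tight junction protein CLDN3 (0.95, standard error 0.17, edgeR adjusted p = 0.00094), and 1 was lower, CLDN7, with a fold change below the threshold (−0.44); the counts were 3 and 1 when adjusted over the list alone. Of 13 glucocorticoid receptor targets, 3 were lower and none higher (5 lower when adjusted over the list alone), including the metallothionein MT2A (−1.20, standard error 0.26, edgeR adjusted p = 0.0053) and the sodium channel subunit SCNN1A (−1.68, standard error 0.39, edgeR adjusted p = 0.0096). None of these 3 lists passed camera (adjusted p = 0.99, 0.74 and 0.20). The median and mean log2 fold changes were 0.00 and 0.02 for the first list, −0.04 and 0.14 for the second and −0.41 and −0.47 for the third, and camera's direction was down, up and down. None of the 36 measured genes of DNA double-strand break repair was called, over all genes or when adjusted over the list alone. With the replicate number as a block, however, PARP1 of that list was called, and it was higher in CD133+ EIF4G2KD. The study's lists from Fig. S5A, chosen on these samples and so not independent evidence, had 3 of 7 cytoskeletal genes higher and 1 lower, the same when adjusted over the list alone, and 3 of 5 embryonic genes higher, 4 when adjusted over the list alone.
Along the chromosomes, with regions picked after the shift was seen, the 446 genes of 1q had a median log2 fold change of 0.50, with 91.0% of them higher. Medians were −0.50 over the genes of chromosome 9 (93.3% lower), −0.43 over those of 19q (90.8% lower) and −0.45 over those of chromosome 21 (88.4% lower), against 0.01 over all genes. In these regions lay 270 of the 626 called genes (43.1%), and 356 lay elsewhere. RAB25 and CRABP2 lie in 1q. In CD133− EIF4G2KD over CD133− Control the medians of the same regions were 0.00, 0.09, 0.04 and 0.04. A smaller shift, also picked after it was seen, lay in 7q, where 4 neighbouring windows of 50 genes (chromosome 7, gene starts from 74199652 to 138706294) had medians of −0.17 to −0.25 in CD133+ cells and −0.06 to 0.06 in CD133− cells; these genes are counted as elsewhere. From its clustering of all DEGs and its counts of DEGs per comparison, the paper concludes that the loss of EIF4G2 affected gene expression most in CD133+ cells. It reports the same for the proteins.

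**Figure D2:**
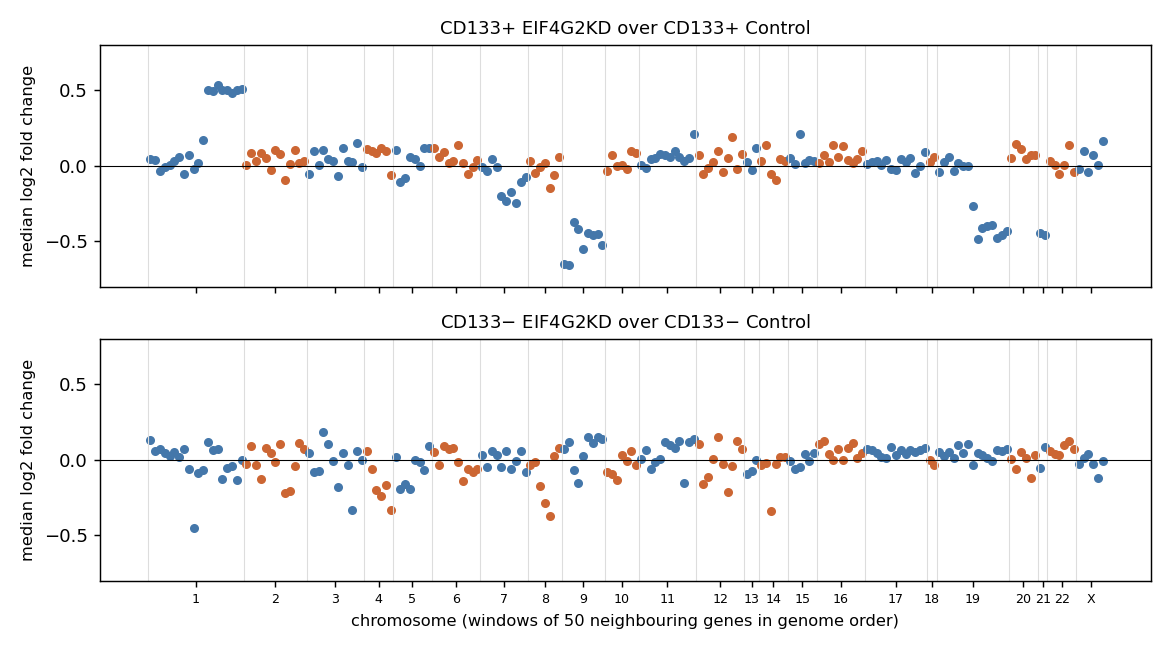
Median log2 fold change of EIF4G2KD over control in 199 windows of 50 neighbouring genes, in genome order, for CD133+ cells (top) and CD133− cells (bottom). Each point is 1 window, and the colors alternate between chromosomes; in CD133+ cells the window medians range from −0.66 to 0.53, and the 26 windows shifted by more than 0.3 all lie in 1q, chromosome 9, 19q and chromosome 21, while 4 neighbouring windows of 7q have medians of −0.17 to −0.25.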

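In EIF4G2KD cells, PROM1 was lower in the CD133− population by a log2 fold change of −4.00 (standard error 0.34, edgeR adjusted p = 5.2e-07), as the sort sets. Higher in CD133− EIF4G2KD were the secreted guidance factor SEMA3F (3.55, standard error 0.50, edgeR adjusted p = 0.00011), the actin-bundling protein FSCN1 (3.31, standard error 0.25, edgeR adjusted p = 1.1e-07) and FUOM (3.23, standard error 0.28, edgeR adjusted p = 5.2e-07). FSCN1, on chromosome 7 (GRCh38, 5592816 to 5606655), was at 177 ± 29.5 CPM in CD133− EIF4G2KD and 17.7 ± 5.17 in CD133+ EIF4G2KD (SD, n = 5 each). Lower in CD133− EIF4G2KD were BAHCC1 (−3.37, standard error 0.38, edgeR adjusted p = 8.1e-06), the small heat shock protein HSPB8 (−2.65, standard error 0.29, edgeR adjusted p = 7.8e-06) and the neural progenitor filament nestin, NES (−1.85, standard error 0.41, edgeR adjusted p = 0.0071). Of 10 genes of Müllerian and endometrial epithelium, 4 were higher in CD133− EIF4G2KD and none was lower (5 higher and 1 lower when adjusted over the list alone), namely PAX2 (2.38), WNT7A (1.42), HOXA11 (1.40) and FGF18 (1.74). Of 13 cancer stem cell and pluripotency markers, 3 were lower, PROM1, ALDH1A1 and NES, and none was higher, with 3 also when adjusted over the list alone. Neither list passed camera (adjusted p = 0.15 and 0.31), and the stem cell list had a median log2 fold change of 0.03 and a mean of −0.52 with camera's direction down.
In all, 613 genes were called, 366 higher and 247 lower in CD133− EIF4G2KD, and 973 (546 higher and 427 lower) with the replicate number as a block. Genes of 1q were lower in CD133− EIF4G2KD, with a median log2 fold change of −0.48, and genes of chromosome 9, 19q and chromosome 21 higher, with medians of 0.44, 0.43 and 0.29. Of the 613 genes 247 (40.3%) lay in these regions and 366 elsewhere; NES lies in 1q. Without the 4 libraries that stood apart on the first principal component, 3 of them CD133− EIF4G2KD, 275 genes were called.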

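ALDH1A1, which encodes a retinal dehydrogenase and lies on the minus strand of chromosome 9 (GRCh38, 72900671 to 73080442), was at 24.2 ± 1.93 CPM in CD133+ Control (SD, n = 4) and at 124 ± 10.3 in CD133+ EIF4G2KD (SD, n = 5). The log2 fold change was 2.36 (standard error 0.15, adjusted p = 1.9e-09 from edgeR's quasi-likelihood test), and every CD133+ EIF4G2KD library was above every CD133+ Control library (two-sided exact permutation test, p = 0.0079, the smallest that 5 libraries against 4 allow). In CD133− cells ALDH1A1 was at 41.4 ± 6.50 in Control and 46.8 ± 6.87 in EIF4G2KD (SD, n = 5 each; log2 fold change 0.18, standard error 0.13, edgeR adjusted p = 0.62). The difference between the knock-down effects, CD133+ minus CD133−, was 2.18 on the log2 scale (edgeR adjusted p = 9.9e-07 for the interaction term). Without the knock-down, ALDH1A1 was higher in CD133− than in CD133+ cells (log2 fold change 0.77, standard error 0.14, edgeR adjusted p = 0.012), a call lost without CD133− Control replicate 2 or CD133+ Control replicate 1 or 5 (adjusted p from 0.050 to 0.076). In EIF4G2KD cells it was lower in CD133− cells (−1.40, standard error 0.13, edgeR adjusted p = 7.8e-07). ALDH1A1 rose although the genes of chromosome 9 had a median below 0 in the same libraries.

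**Figure D3:**
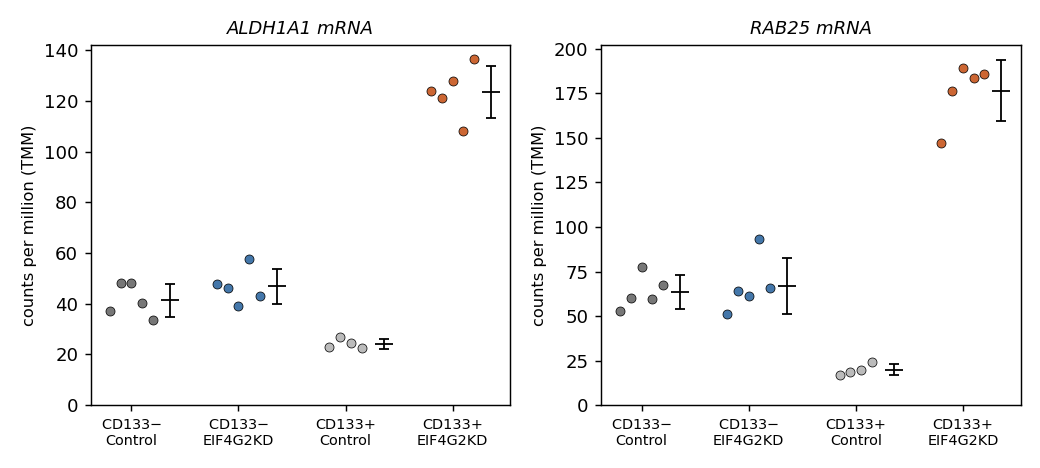
ALDH1A1 (left) and RAB25 (right) mRNA in CPM after TMM normalization, with 1 point per library in order of replicate number and bars for the mean and SD of each population. All 5 CD133+ EIF4G2KD libraries are above every other library for both genes, and the CD133+ Control libraries have the lowest means, 24.2 and 19.8.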

Gene annotation of both sets of DEGs for significant pathways with high score is shown in Supplementary Fig. S5B, C. Notably, upon EIF4G2KD, ALDH1A1, a prominent marker whose up-regulation is associated with enhanced tumor aggressiveness and therapy resistance in various cancers, including EC [34–38], was increased in expression in the CD133+ cells. Thus decreased EIF4G2 expression not only enhanced the prevalence of the aggressive populations (in terms of CD133 and CD44 expression), but also changed their transcriptomic profile compared to CD133+ cells.

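For 165 of the genes called between CD133+ EIF4G2KD and CD133+ Control, the knock-down effect also differed from that in CD133− cells by edgeR's test of the interaction term, adjusted over all genes. POU3F3 was at 12.8 ± 2.41 CPM in CD133− Control and 15.2 ± 2.38 in CD133− EIF4G2KD (SD, n = 5 each), against 2.33 ± 0.75 (SD, n = 4) and 33.0 ± 7.90 (SD, n = 5) in the corresponding CD133+ populations. SH2D6, an adaptor-like protein of the SH2 family, was at 14.0 ± 3.52 and 15.5 ± 2.18 in the CD133− populations and at 25.8 ± 6.48 and 3.15 ± 1.33 in CD133+ Control and CD133+ EIF4G2KD. The mRNA of CD44, a hyaluronan receptor, was at 41.8 ± 1.82 CPM in CD133+ Control and 29.8 ± 7.91 in CD133+ EIF4G2KD (log2 fold change −0.48, standard error 0.28, edgeR adjusted p = 0.38).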

**Fig. 5:**
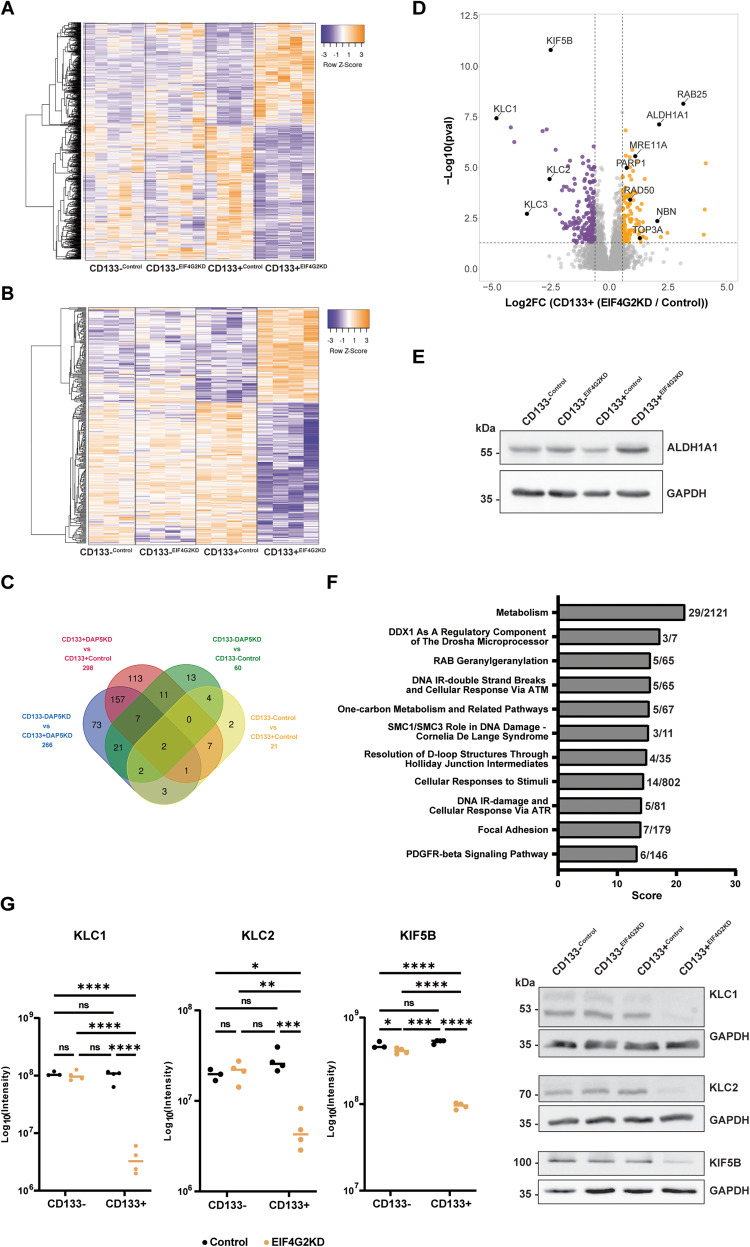
EIF4G2KD alters the transcriptomic and proteomic signatures of CD133+ population in HEC-1A cells. Control and EIF4G2KD HEC-1A cells were FACS sorted by CD133 marker expression and subjected to RNA-seq and MS analysis. **A** Heat map showing hierarchical clustering of gene expression levels of all DEGs identified following RNA-seq analysis of CD133- and CD133+ sorted control and EIF4G2KD populations. **B** Heat map showing hierarchical clustering of all proteins with significantly changed abundance in MS analysis of CD133− and CD133+ sorted control and EIF4G2KD HEC-1A cells. **C** Venn diagram showing overlap of all differentially abundant proteins among the four comparisons. Numbers at the edges of the diagram represent the overall number of proteins with differential abundance in each comparison. **D** Volcano plot of the Log_2_ (Fold Ratio) of the abundance of the detected proteins in CD133+^EIF4G2KD^/CD133+^Control^ comparison, vs. their significance expressed as log_10_ *p*-value. Proteins with significant increased abundance are indicated in orange, and decreased abundance in purple. **E** Total cell lysates from separated control and EIF4G2KD HEC-1A populations were subjected to western blot analysis for ALDH1A1 and GAPDH as loading control. Shown is a representative blot of 3 independent experiments. **F** High scoring significant pathways identified by GeneAnalytics pathway analysis of the set of proteins with increased abundance in the CD133+^EIF4G2KD^/CD133+^Control^ comparison. Score numbers on X-axis indicate significance, numbers at right represent the number of proteins identified in the dataset out of the total number of proteins within the given pathway. **G** Protein expression of KLC1, KLC2 and KIF5 based on the abundance detected by the MS analysis. Data presented as mean of Log_10_ (Intensity), *n* = 4. Statistical significance was determined by two-way ANOVA (*p < 0.05, ***p < 0.001, ****p < 0.0001). Representative western blots of HEC-1A separated CD133− and CD133+ control and EIF4G2KD cells validating the MS results for KLC1, KIF5B, and KLC2. GAPDH was used as a loading control. Shown is one representative blot of *n* = 3.

The phenotypic and transcriptomic effects of EIF4G2KD on CD133+ cells are likely ascribed to its role as a translation factor, as has been shown in ESCs [14]. Polysome profiling analysis of EIF4G2 and control KD HEC-1A cells showed no changes in global translation (Supplementary Fig. S6A), consistent with EIF4G2’s involvement in selective translation of specific mRNA targets [8, 13, 14, 20]. Furthermore, investigation of the proteome of EIF4G2KD CD133− and + cells by MS confirmed that the majority of proteins were not changed in abundance. An overall comparison of the proteomic signatures of the CD133− and + cells with or without EIF4G2 KD resembled the transcriptomic pattern, in that the CD133+^EIF4G2KD^ proteome was altered compared to the other 3 sorted populations, which all shared a similar profile (Fig. 5B). Enriching for CD133 did not in itself result in major differences in the proteome; only 21 proteins changed in abundance in the control CD133+ vs CD133− populations (Fig. 5C). The difference between the populations was enhanced by EIF4G2 KD, with 266 proteins exhibiting changed abundance in the CD133+^EIF4G2KD^ vs CD133−^EIF4G2KD^ cells. EIF4G2 KD had a moderate effect on the proteome of CD133− cells, with 60 differentially abundant proteins in the KD vs control cells, and a stronger effect on the CD133+ cells, with 298 proteins with differential abundance identified when comparing CD133+^EIF4G2KD^ and CD133+^Control^ populations (Fig. 5C). Thus, EIF4G2KD affected both the transcriptomic and proteomic profiles of the CD133+ cells to the greatest extent.

Of the 298 proteins with differential abundance in the CD133+^EIF4G2KD^ and CD133+^Control^ comparison, 20 were also observed to change in the CD133−^EIF4G2KD^ and CD133−^Control^ comparison, indicating a dependence on EIF4G2 expression unrelated to the cell population. The majority of changes, however, occurred due to both the CD133 and the EIF4G2KD status. Of the 298 differentially abundant proteins in the CD133+ control and KD cells, 177 showed decreased abundance and 121 were increased. Pathway analysis of the decreased set of proteins by GeneAnalytics showed enrichment in pathways associated with the mitochondrial electron transport chain, metabolism, cell adhesion, actin nucleation and G-protein/Rho GTPase signaling pathways (Supplementary Fig. S6B).

The MS analysis showed a set of 121 proteins with increased abundance specifically in the EIF4G2KD CD133+ cells compared to the control CD133+ cells (Fig. 5D). While these do not represent potential EIF4G2 mRNA translation targets, they do shed light on the indirect contribution of EIF4G2 to EC aggressiveness, particularly within CD133+ cells. As observed for its mRNA, the tumor aggressiveness marker ALDH1A1 increased more than 4-fold in the MS analysis (Fig. 5D). This increase was validated by western blotting (Fig. 5E). No difference was observed between control CD133− and + cells in either the MS dataset or the western blot. GeneAnalytics pathway analysis of the 121 proteins with increased abundance showed they were enriched in the general pathway “metabolism” and several related pathways with the same 3–5 proteins involved in DNA repair of double strand breaks and response via ATM (Fig. 5F). These included PARP1, RAD50, MRE11A, TOP3A and NBN (also known as NBS1) (Fig. 5D).

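Of the 177 proteins that the paper's Table S3 lists as decreased in CD133+ EIF4G2KD over CD133+ Control, 157 had an mRNA that could be tested in the sorted cells. For 40 of these the mRNA was lower by edgeR's quasi-likelihood test, for none was it higher, and 117 did not pass. With the 20 that were not matched or not tested, 137 proteins had no called mRNA decrease. The median mRNA log2 fold change of the 157 was −0.50. KIF5B, a heavy chain of the kinesin-1 motor (chromosome 10 of GRCh38, 32009015 to 32056425), was at 9.54 ± 1.49 CPM in CD133+ EIF4G2KD (SD, n = 5) and 29.0 ± 5.52 in CD133+ Control (SD, n = 4), a log2 fold change of −1.60 (standard error 0.45, edgeR adjusted p = 0.032). Its call was lost without any 1 of the 4 CD133+ Control libraries or of CD133+ EIF4G2KD replicates 2, 3, 4 and 5 (adjusted p from 0.054 to 0.087). For KIF5B the knock-down effects differed by −0.75, CD133+ minus CD133− (standard error 0.61, edgeR's unadjusted p = 0.23 for the interaction term). A fall particular to CD133+ cells was thus not shown. The kinesin light chain KLC3 (chromosome 19, 45333434 to 45351520, overlapping ERCC2 on the other strand) had a log2 fold change of −0.74 (standard error 0.25, edgeR adjusted p = 0.075). It was −0.81 (standard error 0.19, adjusted p = 0.0058) with the replicate number as a block. KLC1 (−0.11) and KLC2 (0.05) did not pass the test. KLC3 lies in 19q, where the median over all genes was −0.43 in the same comparison and 0.04 in CD133− cells. The difference of its knock-down effects, CD133+ minus CD133−, was 0.01 (standard error 0.34, edgeR's unadjusted p = 0.98 for the interaction term). The estimated fall of KLC3 was thus about as large in CD133− cells. Of the 177 proteins, 54 are encoded on chromosome 9, 19q or chromosome 21, with a median mRNA log2 fold change of −0.65, against −0.42 for those encoded outside these regions and 1q. Among the 117 whose mRNA did not pass, 32 are encoded there, and all 32 had an mRNA log2 fold change below 0 (median −0.48, against −0.25 elsewhere). Of the 121 proteins listed as increased, 33 had a higher mRNA and none a lower one, and 41 are encoded in 1q, with a median mRNA log2 fold change of 0.72 against 0.45 for those encoded outside 1q, chromosome 9, 19q and chromosome 21.

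**Figure D4:**
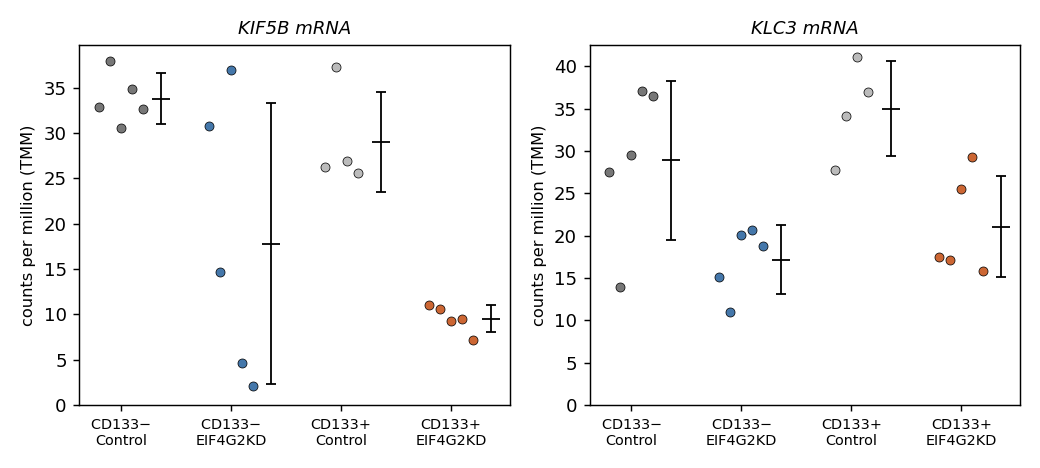
KIF5B (left) and KLC3 (right) mRNA in CPM after TMM normalization, with 1 point per library in order of replicate number and bars for the mean and SD of each population. KIF5B means are 9.54 in CD133+ EIF4G2KD and 29.0 in CD133+ Control.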

Of the 177 proteins with decreased abundance, 126 did not show comparable decreases in mRNA expression (Supplementary Fig. S6C), indicating that the decreased protein levels observed were not due to changes in gene transcription or mRNA stability. While not excluding other factors that can influence protein steady state levels, this set of proteins may represent potential translation targets of EIF4G2. In fact, several of these proteins have been previously identified as EIF4G2 translation targets by unbiased screens using either ribosome footprinting [8, 13, 20] or polysome profiling [14] in additional cell types. These included KIF5B [8], which was among the highest scoring proteins with changed abundance in the EIF4G2KD CD133+ cells. KIF5B is a kinesin heavy chain of the kinesin-1 microtubule-based motor protein. Notably, 2 of the light chains often associated with kinesin-1, KLC1 and KLC2, also decreased in abundance upon EIF4G2KD in the CD133+ cells (Fig. 5D), and a third light chain, KLC3, showed reduced abundance upon EIF4G2KD in both CD133− and CD133+ cells. The MS results were confirmed by western blot analysis of these proteins; KLC1, KLC2 and KIF5B steady state levels strongly decreased in the CD133+^EIF4G2KD^ population compared to all others (Fig. 5G). Thus, EIF4G2 is necessary to maintain the steady state levels of kinesin-1 in HEC-1A CD133+ cells.

### Low protein staining intensity of EIF4G2 dependent targets KLC1 and KIF5B correlates with poor patient survival

The status of the kinesin-1 motor proteins was assessed in EC patients. Sequential sections from the TMAs of the patient cohort used in Fig. 1 were stained for KLC1 and KIF5B together with CK by multiplex immunofluorescence (Fig. 6A). Expression levels based on quantification of staining intensity were compared to EIF4G2 staining of the next section from the same TMA cores. Notably, there was a small but significantly positive correlation between expression of EIF4G2 and KLC1, and a moderately larger positive correlation with KIF5B expression (Supplementary Fig. S7A, B). OS was then correlated with expression of KLC1 and KIF5B, with low and high expression defined as values that were less than or greater than the median staining intensity for each protein, respectively. In general, OS curves trended lower in patients with low KLC1 or low KIF5B expressing tumors upon stratification of tumors by type, grade and stage, although this trend was not always statistically significant (Fig. 6B–G). Notably, OS was significantly reduced in Type 1 and Grade 2 tumors with low KIF5B staining intensity (Fig. 6C, G), and in low KLC1 expressing tumors of advanced Stages 3/4 (Fig. 6D). The shift in patient survival probability in Grade 2 tumors expressing low KIF5B (and also KLC1, although this was not statistically significant) towards the Grade 3 curve was reminiscent of the OS curve of Grade 2 low expressing EIF4G2 patients (Figs. 1E and 6F,G). RFS analysis (Supplementary Fig. S7C–H) revealed a significant decrease in Grade 2 patients with low KLC1 expression, and in Type 1 and Grade 2 patients with low KIF5B staining intensity. Overall, these results show a strong correlation between low protein expression of either KLC1 or KIF5B and poorer survival outcomes in specific EC tumor classes.

**Fig. 6:**
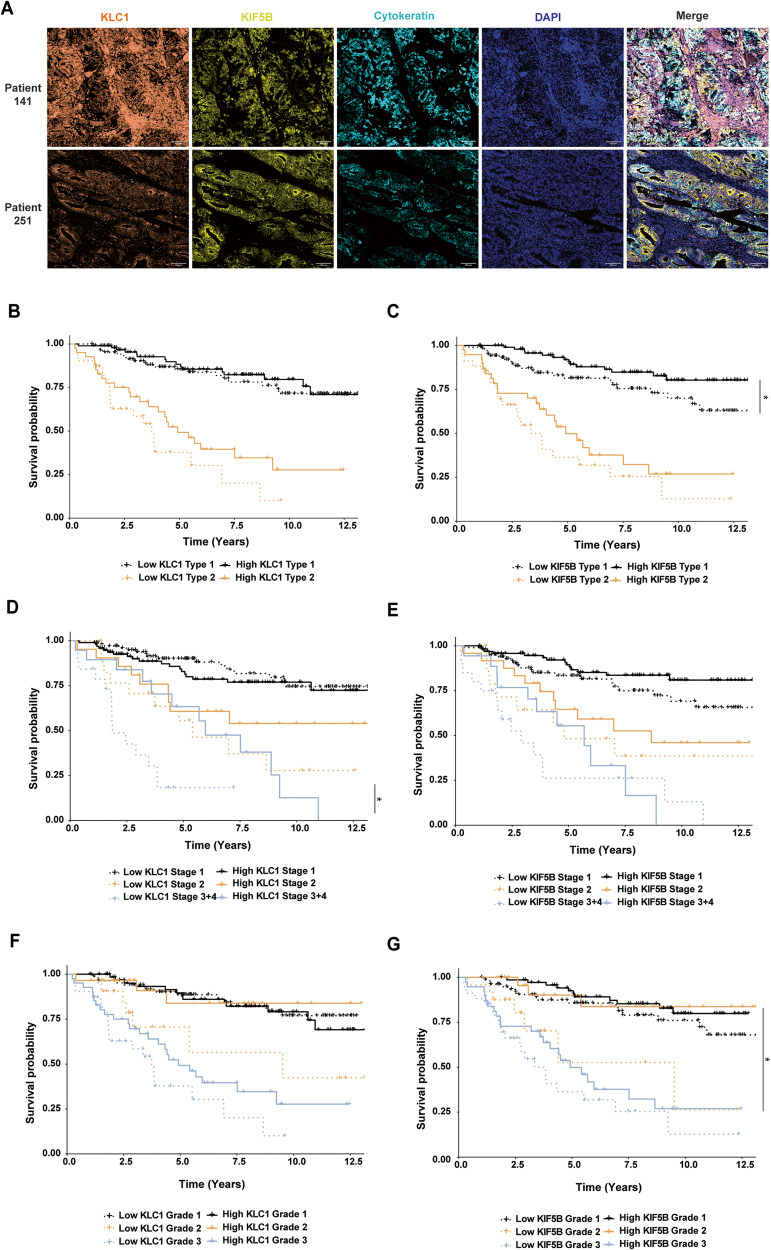
Low protein expression of EIF4G2 targets KLC1 and KIF5B correlates with worse overall survival in EC patients. **A** FFPE tumor TMA sections from the 280 patients were immunostained for KLC1, KIF5B, CK and DAPI. Representative images of two patients are shown. Scale bar 100 µM. Overall survival of the 280 endometrial patients according to tumor (**B**, **C**) type, (**D**, **E**) stage, and (**F**, **G**) grade. KLC1 (**B**, **D**, **F**) and KIF5B (**C**, **E**, **G**) staining in CK positive cells was stratified according to high and low intensity levels compared to the calculated median, and overall survival was assessed by Kaplan–Meier statistics. Log rank *P*-val was determined for protein expression of each of these signatures. Paired comparison was calculated with FDR correction. *p < 0.05, ***p < 0.001.

## Discussion

Here we examined the contribution of the non-canonical translation factor EIF4G2 to endometrial cancer in human patients and cell lines. EC cells depleted of EIF4G2 were less sensitive to Taxol and radiation, common therapeutic agents used clinically to treat EC. Furthermore, EIF4G2 KD resulted in enrichment in cells expressing higher levels of markers such as CD133, CD44 and ALDH1A1 associated with aggressiveness, often referred to as cancer stem cells (CSC). This sorted cell population had a vastly changed transcriptome and proteome upon EIF4G2 depletion, indicating an inherently different cell phenotype, and was particularly resistant to both chemotherapy and radiotherapy. The resistance to therapy is consistent with the increased ALDH1A1 expression at both the mRNA and protein levels. Specifically, ALDH1A1 overexpression was shown to be necessary for Paclitaxel resistance in EC cells grown as spheroids in vitro [35]. The resistance to radiation may be connected to increased expression of several DNA damage repair proteins, including PARP1, and components of the MRN (MRE11, RAD50, and NBN) complex that senses and repairs double stranded DNA breaks. In fact, lower levels of γH2AX in EIF4G2KD cells are consistent with an improved ability to resolve DNA damage. Thus, KD cells are better equipped to deal with DNA damage and are more likely to survive DNA damaging treatments. This infers a survival advantage to tumor cells that display lower expression levels of EIF4G2 expression, with implications for enhanced drug resistance and/or recurrence.

Overall, the data predict that loss of or decreased EIF4G2 expression, which has been previously documented in EC [24], would significantly lead to poorer clinical outcome. Notably, our analysis of EIF4G2 protein levels in the EC tumors indicated that low expression correlated with poorer outcome and increased recurrence rates specifically in patients with Grade 2 tumors. This is consistent with EIF4G2’s previously reported divergent association with different types and stages of cancers [21–24]. Importantly, Grade 2 EC tumors are usually considered low risk and are not treated aggressively, yet some manifest clinical indications more reminiscent of higher Grade 3 tumors and should be treated as such. EIF4G2 appears to be a promising prognostic marker to differentiate between non-aggressive and more aggressive Grade 2 tumors. Based on our data, Grade 2 tumors with low EIF4G2 levels would benefit from more aggressive adjuvant treatment. In fact, while most of the Grade 2 patients in our cohort were treated with radiation therapy, only a small number received chemotherapy. Considering the relative resistance of EIF4G2 depleted EC cells to Taxol and radiation in vitro, even when these treatments were applied, they may have been limited in their efficacy in tumors with low EIF4G2 expression. Further assessment of the drug response to these different treatments in tumors with varying levels of EIF4G2 is mandated to clarify the clinical implications of these results.

Our findings on the tumor suppressive nature of EIF4G2 in EC contradict previous in-depth analysis of EIF4G2 function in metastatic triple negative breast cancer, in which EIF4G2 was shown to promote metastasis through translation of factors associated with EMT, motility, angiogenesis and cell survival [21]. Moreover, EIF4G2 protein levels were elevated in metastatic tumors compared to non-metastatic tumors from a very small cohort of triple negative breast cancer patients, and high mRNA levels correlated with poor metastasis-free survival rates [21]. Our much wider protein analysis of a larger group of primary tumors surgically extracted from EC patients did not reveal adverse survival probabilities associated with increased EIF4G2 protein expression, but rather the opposite. In addition to the fact that immunostaining for EIF4G2 protein in tissue is a more accurate description of the relative levels of EIF4G2 specifically within the tumor tissue compared to measurement of total mRNA levels, the discrepancy in the data is consistent with EIF4G2 having different functions in different cancer subtypes. In breast cancer too, EIF4G2 depletion affected metastasis but not growth of primary tumors upon injection of EIF4G2KD cells into mice [21]. Thus EIF4G2’s role, and by extension its direct translation targets, appears to be context dependent, with divergent roles in metastatic and primary tumors.

While our study did not directly determine mRNA translation targets of EIF4G2, our combined transcriptomic and proteomic analysis of EIF4G2KD CD133 + EC cells does provide clues to potential targets among proteins with decreased abundance but unchanged mRNA levels. Downregulated pathways in the MS analysis included pathways related to adhesion, cytoskeleton and integrins, in line with some of the translation targets identified in breast cancer. Other potentially relevant pathways with changes were related to the electron transport chain of oxidative respiration and energy metabolism. Eight proteins associated with complexes I, II, III and IV of the electron transport chain as well as additional proteins involved in mitochondrial protein import or morphology, were all reduced in abundance in EIF4G2KD CD133+ cells (see Supplementary Table S3). These results were reminiscent of hESCs, in which mitochondrial oxidative phosphorylation proteins exhibited reduced translation upon EIF4G2KD, accompanied by a defective oxidative respiratory pathway [14]. Pluripotent stem cells are usually more glycolytic, and differentiation is accompanied by increased reliance on mitochondrial oxidative respiration. Thus, impaired oxidative respiration can limit the transition from pluripotency to more differentiated states [39]. In general, cancer cells are known to rely heavily on glycolysis for energy production (referred to as the Warburg effect), and in some cancers, such as lung, colon, breast and ovarian cancers, osteosarcoma and glioblastoma, CSCs are even more glycolytic compared to their more differentiated counterparts [40]. Endometrial cancer spheroid cells with CSC properties also showed enhanced glycolysis that was dependent on high ALDH activity and ALDH1A1 expression [35]. It therefore follows that the predicted downregulation of the oxidative phosphorylation pathway in EIF4G2KD EC cells likely confers a more stem-like phenotype to these cells. This, combined with increased expression of markers CD133, CD44 and ALDH1A, and the enhanced therapy resistance of these cells, suggests that similar to its role in ESCs, EIF4G2 is necessary for the dynamic transition between more aggressive stem-like and more differentiated EC cells.

As a direct consequence of EIF4G2 depletion in the CD133 + EC cells, decreased protein abundance was observed for components of the Kinesin-1 microtubule motor protein, including heavy chain KIF5B and light chains KLC1, 2, 3. One of these, KIF5B, has been shown to be a direct translation target of EIF4G2 [8, 21]. Interestingly, various mitotic kinesin motor proteins are up-regulated in tumors, and as they play an important role in microtubule dynamics during mitosis and cytokinesis, are targets of anti-cancer drug therapy [41]. KIF5B, however, is a non-mitotic member of the kinesin protein superfamily, and either alone or together with its associated light chains, transports organelles such as mitochondria and endosomes towards the plus end of the microtubules. It has also been shown to be involved in microtubule-dependent mobility of DNA with double strand breaks and positioning of the nuclear envelope to facilitate DNA repair [42, 43]. Interestingly, similar to EIF4G2, KIF5B seems to have divergent roles depending on the tumor context; in triple negative metastatic breast cancer cells, KIF5B levels were increased, leading to acquisition of EMT, invasiveness and stem-like phenotype [44, 45], but silencing of KIF5B in epithelial MDCK cells induced EMT, and enhanced invasive and tumorigenic properties [46]. In the former system, KLC1 levels inversely correlated with KIF5B, and was localized to the cytoplasm while KIF5B localized to the nucleus [44], implying that KIF5B partners with other KLCs or functions independently of KLCs in this system within the nucleus to mediate its pro-tumorigenic effects. In our EC TMA samples, in contrast, both KIF5B and KLC1 localized to the cytosol, and their expression positively correlated. Moreover, low expression levels of both proteins were associated with poor OS and RFS outcomes in the EC patients of specific type, grade and stage. Thus, the kinesin-1 motor protein is likely to play a different role in EC than it plays in metastatic breast cancer, and its expression may serve as a novel prognostic marker in EC, similar to EIF4G2 itself. Our functional analysis of EC cells in vitro coupled with expression analysis of a large cohort of EC patients underscores the potential significance of the EIF4G2-kinesin-1 axis for the development of EC.

In conclusion, our findings strongly support the integration of EIF4G2, KIF5B and KLC1 markers into clinical practice for the management of endometrial carcinoma. This strategic inclusion may empower healthcare professionals to tailor prognosis and treatment plans to each patient’s unique profile, ultimately enhancing patient outcomes and the overall quality of care.

## Materials and methods

### Ethics statement

This study was performed in line with the principles of the Declaration of Helsinki. Patients’ samples and data were collected following approval by the Emek Medical Center Institutional Review Board (IRB, protocol no 0043-22-EMC).

### Human patient samples and tissue microarray construction

TMA-containing cores from 280 female endometrial patients, representing all patient specimens collected over a 12-year period, were retrieved from the archives of HaEmek Medical Center under IRB, protocol no 0043-22-EMC. From these specimens, we excluded patients with synchronous tumors, patients with insufficient quantities of tissue for further archival preservation, and patients who received therapies prior to surgery. Tissue cores were obtained from the original FFPE tissue blocks and from tissue stocks kept in the Pathology Department of Emek Medical Center. All tissue blocks were constructed by using a TMA grand master system (3DHistech Ltd., Budapest, Hungary). Each case underwent precise evaluation by a pathologist to identify the tumor from which the core could be extracted. Up to 60 2 mm cores were placed in each TMA block for a total of six TMA blocks. The first 4-μm section from each block was used for hematoxylin and eosin staining. All patient data was unavailable at the time of experimental analysis to ensure non-biased analysis, and as such was blinded to the experimenter.

### Immunofluorescent staining of human tumor microarray

Human TMAs containing samples from patients were deparaffinized and fixed with 10% neutral buffered formalin. Antigen retrieval was performed using citrate buffer (pH 6.0). Slides were then blocked with 10% BSA + 0.05% Tween20 and the antibodies were diluted in 2% BSA in 0.05% PBST and used in a multiplexed manner with OPAL reagents (Akoya Biosciences). All primary antibodies (described in Supplementary Table S4) were incubated overnight at 4 °C (1:400) according to the following staining sequences: Set 1: KLC1 → KIF5B → CK → DAPI; Set 2: EIF4G2 → CK → DAPI. Each antibody was validated and optimized separately and then the multiplex staining was optimized. Briefly, following primary antibody incubation, slides were washed with 0.05% PBST, incubated with secondary antibodies conjugated to HRP (1:400), washed again, and incubated with OPAL reagents. Slides were then washed, and antigen retrieval was performed. Then, slides were washed with PBS and stained with the next primary antibody or with DAPI at the end of the cycle. Finally, slides were mounted using Immu-mount (#9990402, Thermo Scientific). Images were taken with a Phenocycler scanner (Akoya®) and analyzed using QuPath software. Cell segmentation was done using Cellpose. For each patient, average cell intensities for the indicated markers was calculated, and correlation between the different markers was analyzed.

### Survival analysis

Patients were stratified based on different parameters (tumor grade, stage and type, and high/low staining intensities of EIF4G2, KIF5B and KLC1, compared to median expression levels for each). Kaplan–Meier (KM) analysis of OS and RFS with log rank P value was performed on patients stratified by these parameters. Paired comparisons were calculated using the Survdiff function in R with FDR correction.

### Cell lines and cell culture

Authenticated HEC-1A (HTB-112) and RL95-2 (CRL-1671) cells obtained from the ATCC (in 2020) were used at early passage number and routinely checked for mycoplasma contamination. Cells were cultured in DMEM/F-12 (Gibco 21331-020) medium with 10% FBS (Gibco 12657-029), 1% penicillin streptomycin (Biological Industries 03031-1B) and 1% L-Glutamine (Biological Industries 03-020-1B). Stable KD of EIF4G2 was generated by infecting HEC-1A or RL95-2 cells with lentiviruses harboring pLKO.1-puro plasmid expressing shRNA targeting GFP (Control) or shRNA targeting EIF4G2 (Sigma TRCN0000147914), followed by selection using puromycin, as previously described [14]. Transient EIF4G2 KD was generated by transfecting HEC-1A cells with control siRNA (Dharmacon D-001810-10) or siRNA targeting EIF4G2 (Dharmacon L-011263-00-0020) using JetPEI transfection reagent (Polyplus 101000020) according to manufacturer’s protocol.

For co-culturing experiments, control HEC-1A or RL95-2 cell were stained with CFSE (BioLegend, 750001883, 1:20000) for 5 min on ice, followed by extensive washes with PBS. 0.5 × 10^6^ stained control cells were mixed and seeded with equal amounts of EIF4G2KD cells. 24 h following seeding, cells were subjected to 8 (RL95-2 cells) or 16 Gy (HEC-1A cells) X-Ray irradiation using XRAD 320 (Precision X-Ray) or mock-irradiated for control, and 72 h later subjected to flow cytometry analysis.

### Cell viability assay

Cells were plated in sealed white 96-well plates (5000 cells/well). Luminescence was measured 24 h after plating (T0) and after 4 d using the CellTiter-Glo Luminescent Cell Viability Assay protocol (Promega; cat# G7573). When indicated, cells were treated 24 h after plating with 2.5 nM Taxol (Paclitaxel; Sigma-Aldrich; cat# 7402) or subjected to 8 or 16 Gy X-Ray irradiation. Control cells were subjected to incubation with DMSO or mock irradiation, respectively. CellTiter-Glo luminesce values of treated cells were normalized to that of control cells 4 d after treatment to obtain the relative viability.

### Flow cytometry analysis and sorting

For cell cycle analysis, cells were stained in culture with Hoechst 33342 (Sigma-Aldrich, H3570, final conc. 1 µg/mL) for 1 h at 37 °C. Cells were then trypsinized, collected and incubated with PI (Sigma-Aldrich, P4864), to assess cell viability. For cell surface marker expression analysis, 0.5–2 × 10^6^ cells were trypsinyzed, collected and washed. Cells were then stained with anti CD133-APC conjugated antibody ((Thermo Fisher Scientific Cat# 17-1338-42, RRID:AB_1603199), 1:100) or CD44-Alexa Fluor 700 ((Thermo Fisher Scientific Cat# 56-0441-82, RRID:AB_494011), 1:400) for 30 min at 4 °C. Cells were counterstained with PI to assess viability. Data acquisition was performed on CytoFLEX flow cytometer and software (Beckman Coulter Life Sciences) and data analysis was performed using FlowJo software version 10.8.1.

Control and EIF4G2KD HEC-1A cells were separated using magnetic beads for CD133 (CD133 Microbead Kit, Miltenyi Biotec, 130-097-049), or CD44 (CD44 Microbeads Kit, Miltenyi Biotec, 130-095-194) for RL95-2 cells, on LS-columns (Miltenyi Biotec, 130-042-401) according to the manufacturer’s recommendations. For RNA-seq and mass spectrometry analysis, separated control and EIF4G2KD HEC-1A cells were stained with PI and CD133-APC conjugated antibody, sorted by BD LSRII flow cytometer using Diva software (BD Biosciences), and collected and pelleted for further use.

### MARS-seq library preparation and data analysis

15 000 CD133+ were FACS sorted into 40 μL of lysis binding buffer and mRNA was isolated using Dynabeads mRNA DIRECT Purification Kit (Thermo-Fisher scientific; cat# 61012) according to manufacturer’s protocol. MARSseq Libraries were generated by the MARS-seq protocol [47]. The analysis of the MARS-seq data with the UTAP (User-friendly Transcriptome Analysis) Pipeline, alignment to hg38 with STAR v2.4.2a, normalization and differential expression analysis by DESeq2 were all performed as previously described [48]. Raw *P* values were adjusted for multiple testing using the procedure of Benjamini and Hochberg. Genes with baseMean expression >10, log2FC > 0.58 (fold change >1.5), and p.adj <0.05 were considered as genes with differential expression.

### Mass spectrometry

Sorted cell pellets were lysed in 50 mM Tris-HCl pH 7.4, 5% SDS, and sonicated (Bioruptor Pico, Diagenode, USA). Protein concentration was measured using the BCA assay (Thermo Scientific, USA). From each sample, 20 μg of total protein was subjected to in-solution tryptic digestion using the suspension trapping (S-trap) method as previously described [49]. Liquid chromatography and Mass Spectrometry was performed as described previously [24], using split-less nano-Ultra Performance Liquid Chromatography, reversed-phase Symmetry C18 trapping column (Waters) and a T3 HSS nano-column (Waters) for desalting and separation, coupled to a quadrupole orbitrap mass spectrometer (Q Exactive HFX, Thermo Scientific). Data acquisition, processing and analysis was performed as described [20]. Differential protein abundance was tested using the glht R function by ANOVA followed by Tukey analysis on the intensity values using a logarithmic scale. Changes in protein abundance of at least 1.5 between conditions, with *p*.value < 0.05 were considered significant.

### Western blot analysis

Cells were lysed in RIPA lysis buffer and subjected to western blotting as previously described [24], using antibodies listed in Supplementary Material- antibody list. Western blot results were imaged using ImageJ software. Quantification of protein steady levels was performed and normalized to the appropriate loading control and log transformed.

### Polysomal profiling

Control and EIF4G2KD HEC-1A CD133+ and CD133-fractionated populations were subjected to polysomal fractionation as described [14].

### Statistical analysis

All additional statistical analyses not described above were performed using Prism 9.3 software (GraphPad Software), as specified in figure legends. F-tests were performed to confirm equal variance among samples. Non-significant comparisons were mostly not marked in the graphs.

### Supplementary information

Supplementary Material

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

## Data Availability

The mass spectrometry datasets generated during and/or analyzed during the current study are available in the MassIve repository of the ProteomeXchange consortium (https://massive.ucsd.edu), with the dataset identifier MSV000092778. The RNA-seq datasets generated during and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) at GSE242717. All other data generated or analyzed during this study are included in this published article and its supplementary information files.

# Supplementary material for: Loss of EIF4G2 mediates aggressiveness in distinct human endometrial cancer subpopulations with poor survival outcome in patients
**Source:** Oncogene. 2024 Feb 22;43(15):1098–112. doi: 10.1038/s41388-024-02981-x
**Supplement:** Supplementary file 1 — Supplementary Material

Meril, et al. Supplementary Information- Figures and Tables

Summary

Supplementary information includes 3 separate multi-tabular Excel tables of large datasets (Supplementary Tables S1-S3, patient data, RNA-seq and MS datasets, respectively), with legends provided below; 1 table listing reagents used in methods (Table S4, Word, included below); 7 Supplementary figures (S1-S7), included below as embedded images with legends.

Excel files:

Supplementary Table S1- Patient information

Details on patient information, diagnosis, tumor histology, therapies received, recurrence and survival data. NA, data not available. 0 and 1 are indication for “No” and “Yes” respectively. Also indicated are the staining intensities for KLC1, KIF5B and EIF4G2 proteins in each corresponding patient’s tumor core. High and low staining intensity is determined by values above and below the median staining intensity for each protein: KLC1, 55.4522; KIF5B, 15.846; EIF4G2, 3.7002.

Supplementary Table S2- RNA-seq data

Normalized data from RNA-seq analysis is shown for all genes detected by MARS-Seq for comparisons among sorted CD133- and CD133+ control and EIF4G2 KD HEC-1A cells (first tab). Remaining tabs show the significant DEGs in the individual comparisons, sorted from lowest to highest log2 fold-change value. Negative fold-changes represent genes with decreased expression in the EIF4G2 KD vs control comparisons (second and third tabs) or the CD133- vs CD133+ populations (third and fourth tabs).

Supplementary Table S3- Mass Spectrometry data

Normalized data from MS analysis is shown for all detected proteins for comparisons among sorted CD133- and CD133+ control and EIF4G2 KD HEC-1A cells (first tab). Remaining tabs show the proteins with significant changes in abundance in the individual comparisons, sorted from lowest to highest log2 fold-change value. Proteins with lower abundance in the EIF4G2 KD (CD133- or CD133+) cells compared to control KD cells are highlighted in orange, and greater abundance in blue (second and third tabs). Proteins with lower abundance in the CD133- cells (control or EIF4G2 KD) compared to CD133+ cells are highlighted in orange, and greater abundance in blue (third and fourth tabs).

Supplementary Table S4- Antibodies list

Details on antibodies used for western blotting and immunostaining.

**Antibody**	**Company**	**Cat #**	**RRID**	**Dilution**
mouse anti-EIF4G2	BD Biosciences	610742	AB_398065	1:1000
rabbit anti-KLC1	Abcam	ab174273	AB_2783556	1:1000
rabbit anti-KIF5B	Abcam	ab167429	AB_2715530	1:1000
rabbit anti-KLC2	Abcam	ab254848		1:1000
mouse anti-ALDH1A	Thermo Fisher Scientific	MA5-29023	AB_2784960	1:1000
rabbit anti- γ H2AX	Cell Signaling Technology	2577	AB_2118010	1:1000
mouse anti-GAPDH	Millipore	MAB374	AB_2107445	1:3000
mouse anti-Tubulin	Sigma-Aldrich	T9026	AB_477593	1:70000
HRP-conjugated goat anti-mouse	Jackson ImmunoResearch Labs	115-035-003	AB_10015289	1:10000
HRP-conjugated anti-rabbit	Jackson ImmunoResearch Labs	111-165-144	AB_2338006	1:20000
mouse anti-EIF4G2	Proteintech	67428-1-Ig	AB_2882667	1:400

Meril et al. Supplementary Fig. S1

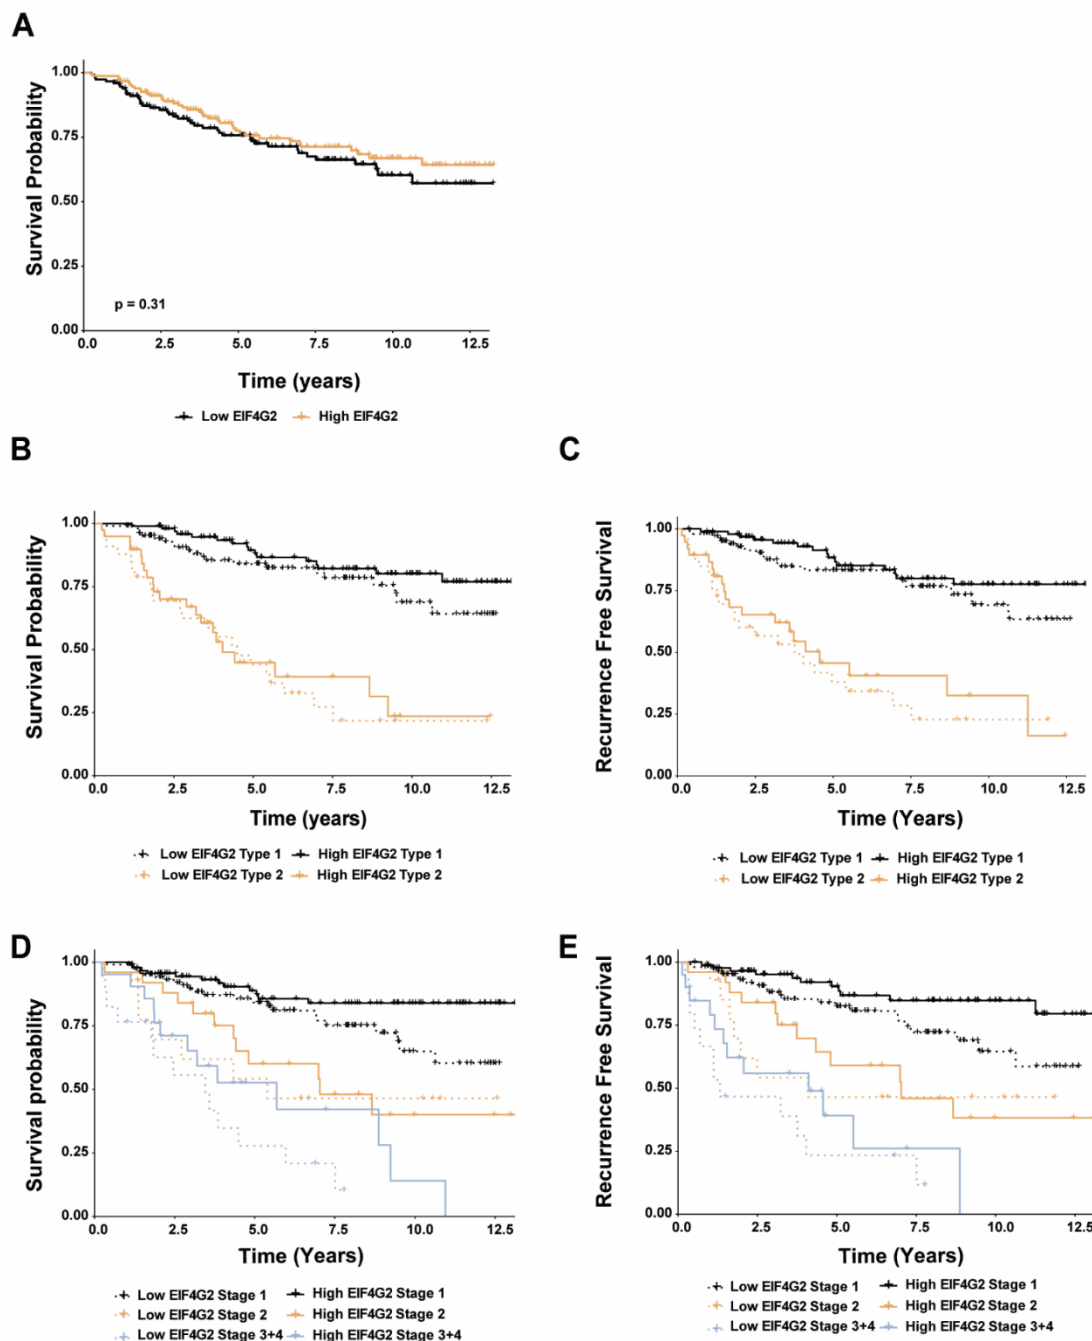

Supplementary Fig. S1- Additional survival analysis of EC patients according to EIF4G2 expression levels.

FFPE TMA sections from the 280 patients were immunostained for EIF4G2, CK and DAPI. **A-D** Patients were stratified according to high and low intensity levels of EIF4G2 staining in CK positive cells, and overall survival (**A, B, D**) or recurrence free survival (**C, E**) was assessed by Kaplan-Meier analysis in all patients (**A**) or in patients stratified according to tumor type (**B, C**) and stage (**D, E**). Log rank *P*-val was determined on patients stratified by median expression of EIF4G2 intensity. Paired comparison was calculated with FDR correction.

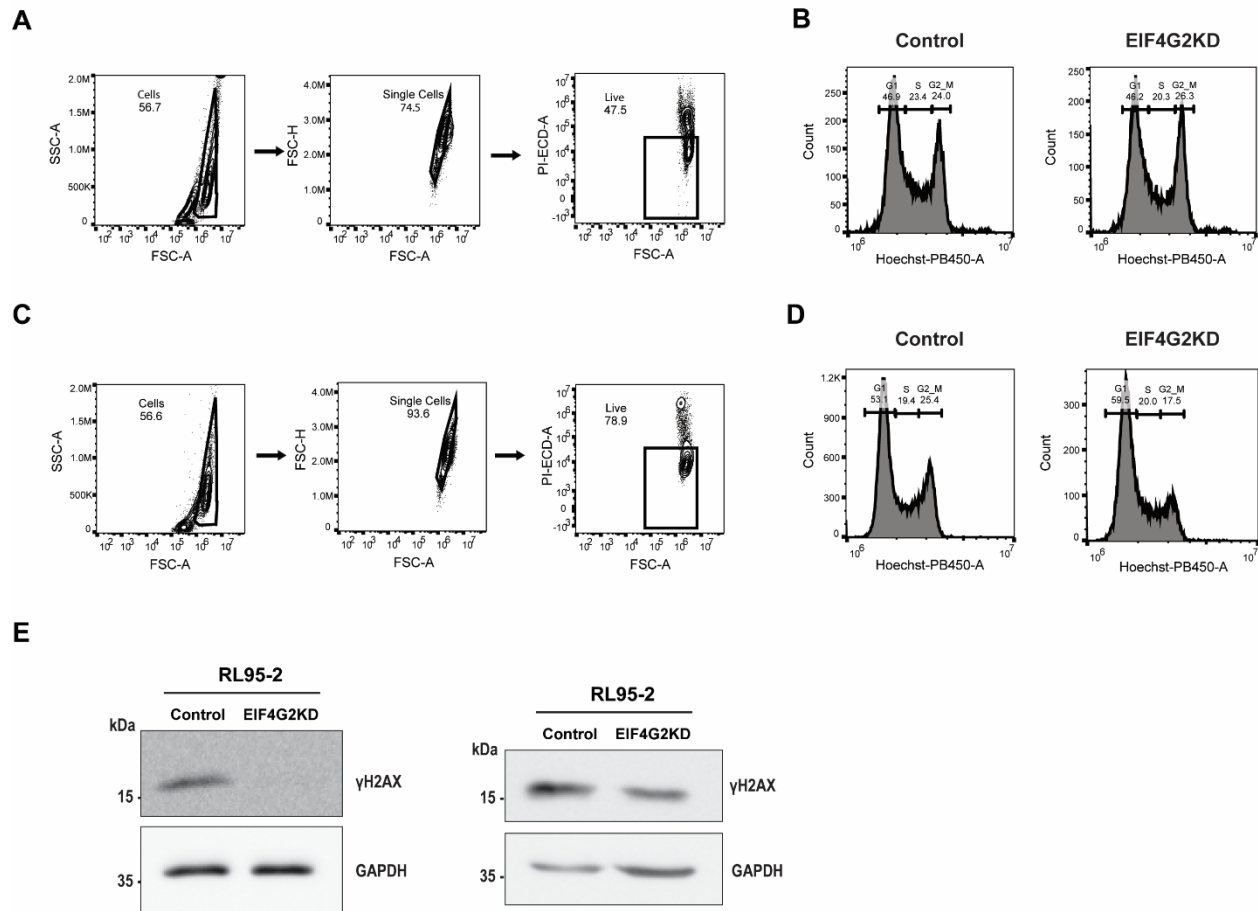

Supplementary Fig. S2- Additional analysis of EIF4G2 KD HEC-1A and RL95-2 cells. **A,C** Gating strategy for flow cytometry analysis of HEC-1A cells (**A**) and RL95-2 cells (**C**). **B,D** Histograms showing cell cycle distribution of HEC-1A (**B**) and RL95-2 (**D**) cells stained with Hoechst 33342 24h after seeding. Cells analyzed consisted of the boxed region in the last step of the gating strategy presented in (**A,C**). Percent of population in G1, S and G2/M are indicated. Shown are representative plots of 4 independent experiments. Numbers represent total percentages of cells within the boxed population. **E** Additional representative blots of cell lysates from RL95-2 control and EIF4G2 KD cells that were subjected to western blot analysis for γH2AX and GAPDH antibodies as loading control 4 d following irradiation.

Meril et al. Supplementary Fig. S3

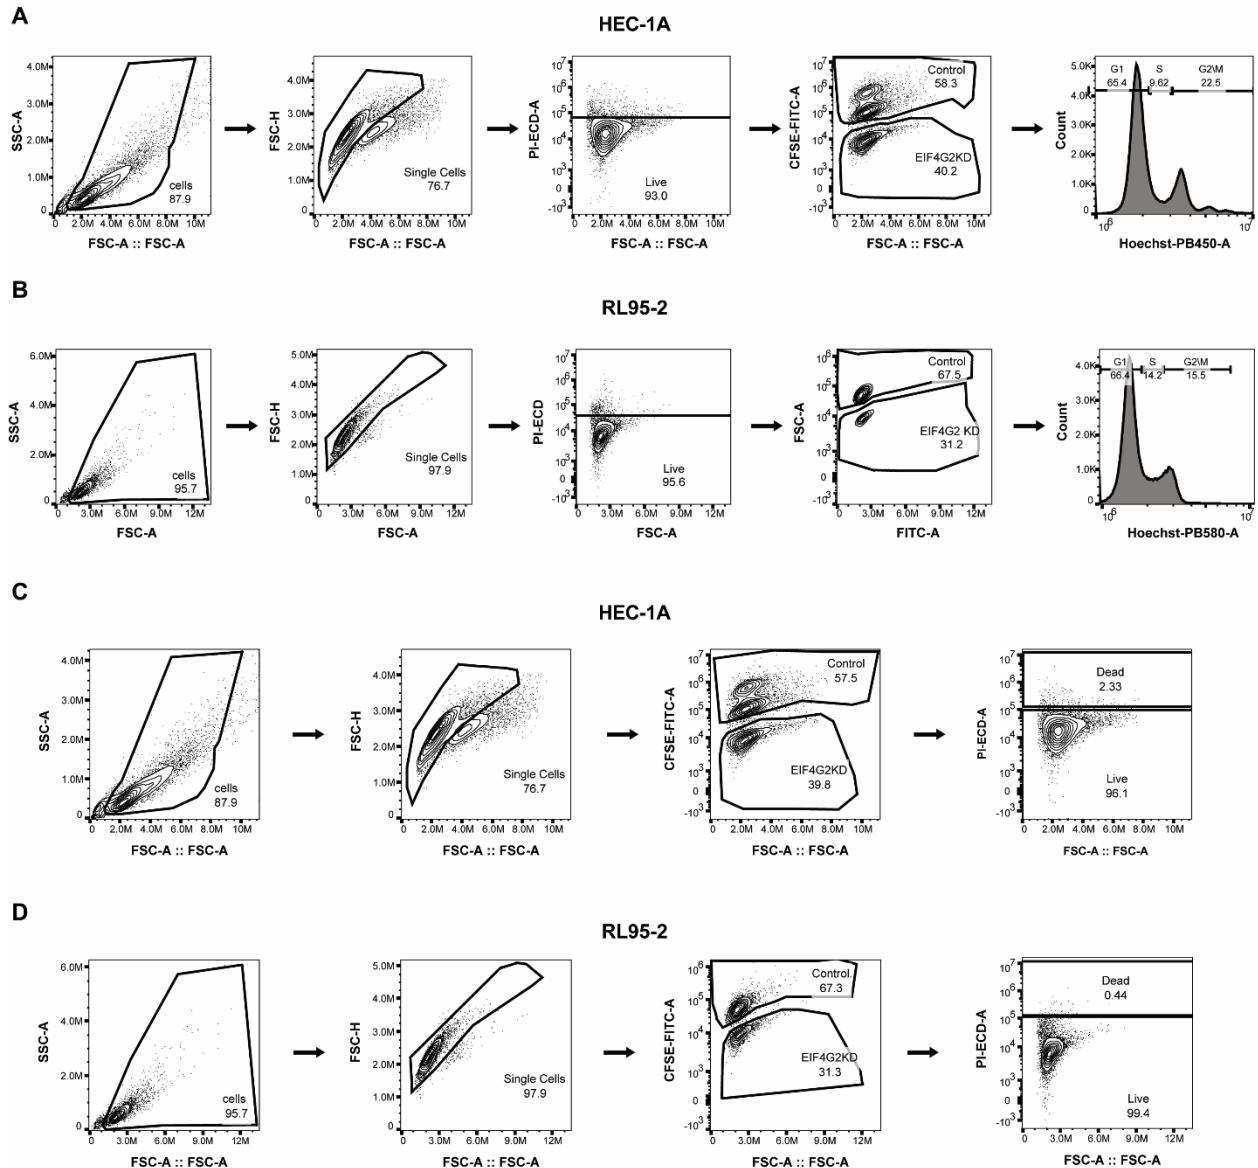

Supplementary Fig. S3- Strategies for flow cytometry analysis. **A-D** Gating strategies for flow cytometry cell cycle analysis of HEC-1A (**A,C**) and RL95-2 (**B,D**) cells. Control cells were stained with CFSE, mixed with equal quantities of EIF4G2KD cells and co-cultured. 24h later, cells were either irradiated with 16Gy (HEC-1A) or 8Gy (RL95-2) X-rays or left untreated. FACS analysis was performed 72h later after staining for DNA content with Hoechst 33342 and cell death with PI. In each step, the boxed cells were taken for further analysis in the next step. Numbers represent total percentages of cells within the marked population. In the final step, the CFSE+ and CFSE- populations, as demarked in the second-to-last step of the gating strategy, were separately analyzed for DNA content, as shown in the cell cycle distribution histogram at right (**A, B**) or for percent PI positive (dead) cells, as shown in the final density plot at right (**C,D**). Shown are representative plots from one of three independent experiments.

Meril et al. Supplementary Fig. S4

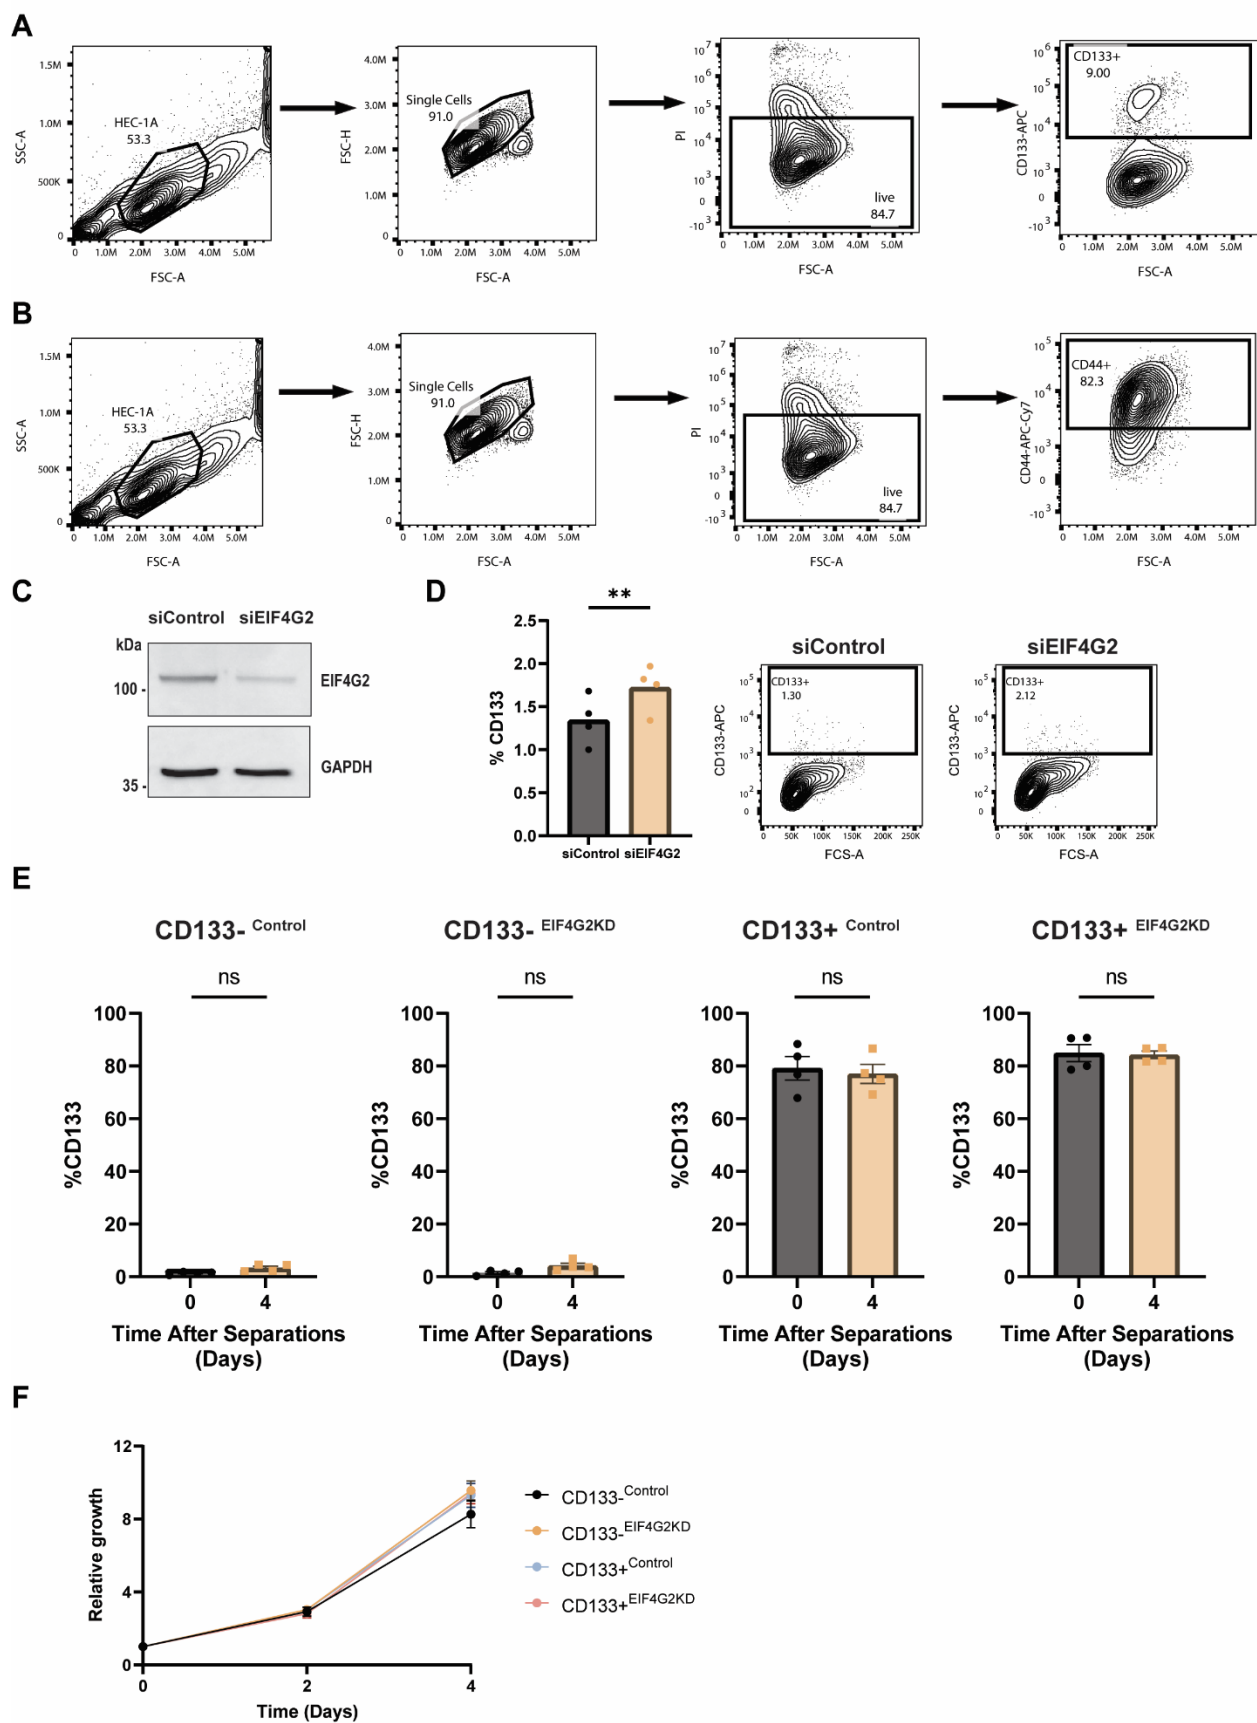

Supplementary Fig. S4- Additional analysis of EIF4G2KD EC cells. **A, B** Gating strategies for FACS analysis and sorting for CD133 (**A**) and CD44 (**B**) in HEC-1A cells. In each step, the boxed cells were taken for further analysis or sorting in the next step. Numbers represent total percentages of cells within the boxed population. **C, D** HEC-1A cells were transfected with control siRNA or siRNA against EIF4G2 to generate transient KD cells. (**C**) Total cell extract was subjected to western blot analysis for EIF4G2 or GAPDH as loading control. Representative blot of n=5 independent experiments is shown. (**D**) Flow cytometry analysis for CD133 was performed on siRNA transfected cells. Quantification of percent positive cells is presented as mean with individual points plotted, n=4 independent experiments. *P*-val was calculated using two-tailed t-test (**: $p < 0.01$). A representative flow cytometry plot is shown. **E** Flow cytometry analysis for CD133 expression over 4 d in CD133- and CD133+ separated control and EIF4G2 KD HEC-1A cells. Statistical analysis was determined using one-way ANOVA relative to day 0. Shown are mean values $\pm$ SEM of n=3 independent experiments. **F** Relative growth of CD133- and CD133+ separated control and EIF4G2 KD HEC-1A cells on days 0, 2 and 4 as determined by CellTiter-Glo assay. Luminescence values were normalized to Day 0 of the same cell type. Shown are mean values $\pm$ SEM of n=6 independent experiments.

Meril et al. Supplementary Fig. S5

A

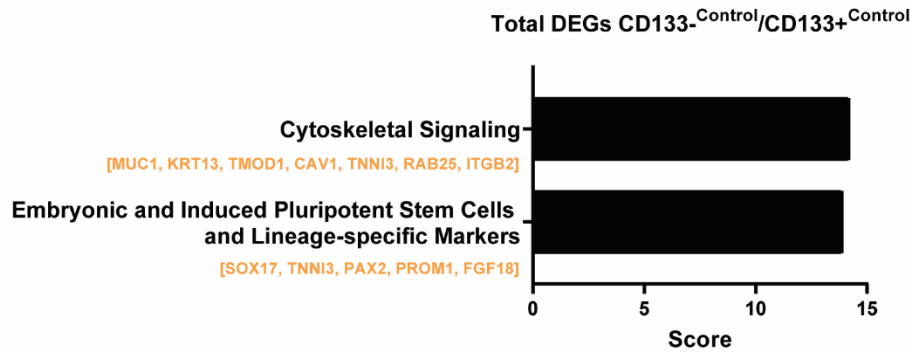

B

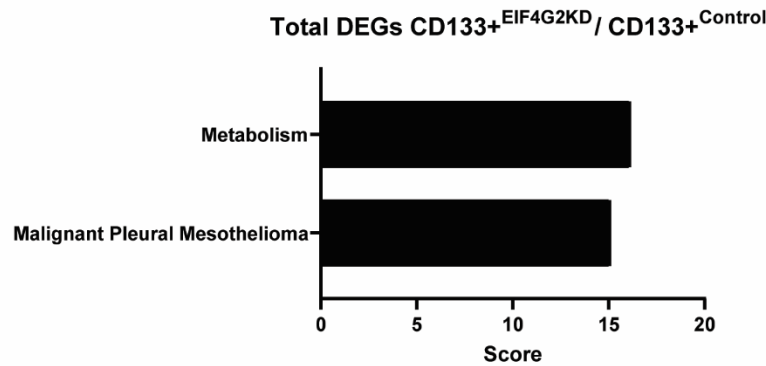

C

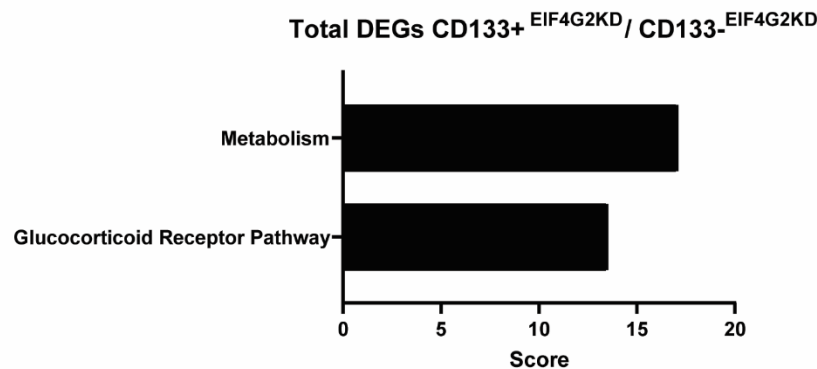

Supplementary Fig. S5- Pathway analysis of RNA-seq results in sorted EIF4G2 KD cells

A-C RNA-seq analysis was performed on control and EIF4G2 HEC-1A cells that were FACS sorted for CD133 surface expression. Pathway analysis of paired comparisons was conducted by GeneAnalytics. Only high score pathways are shown for **(A)** Total DEGs of the CD133^{-Control}/CD133^{+Control} comparison, **(B)** total DEGs of the CD133^{+EIF4G2KD}/CD133^{+Control} comparison or **(C)** total DEGs of the CD133^{+EIF4G2KD}/CD133^{-EIF4G2} comparison.

Meril et al. Supplementary Fig. S6

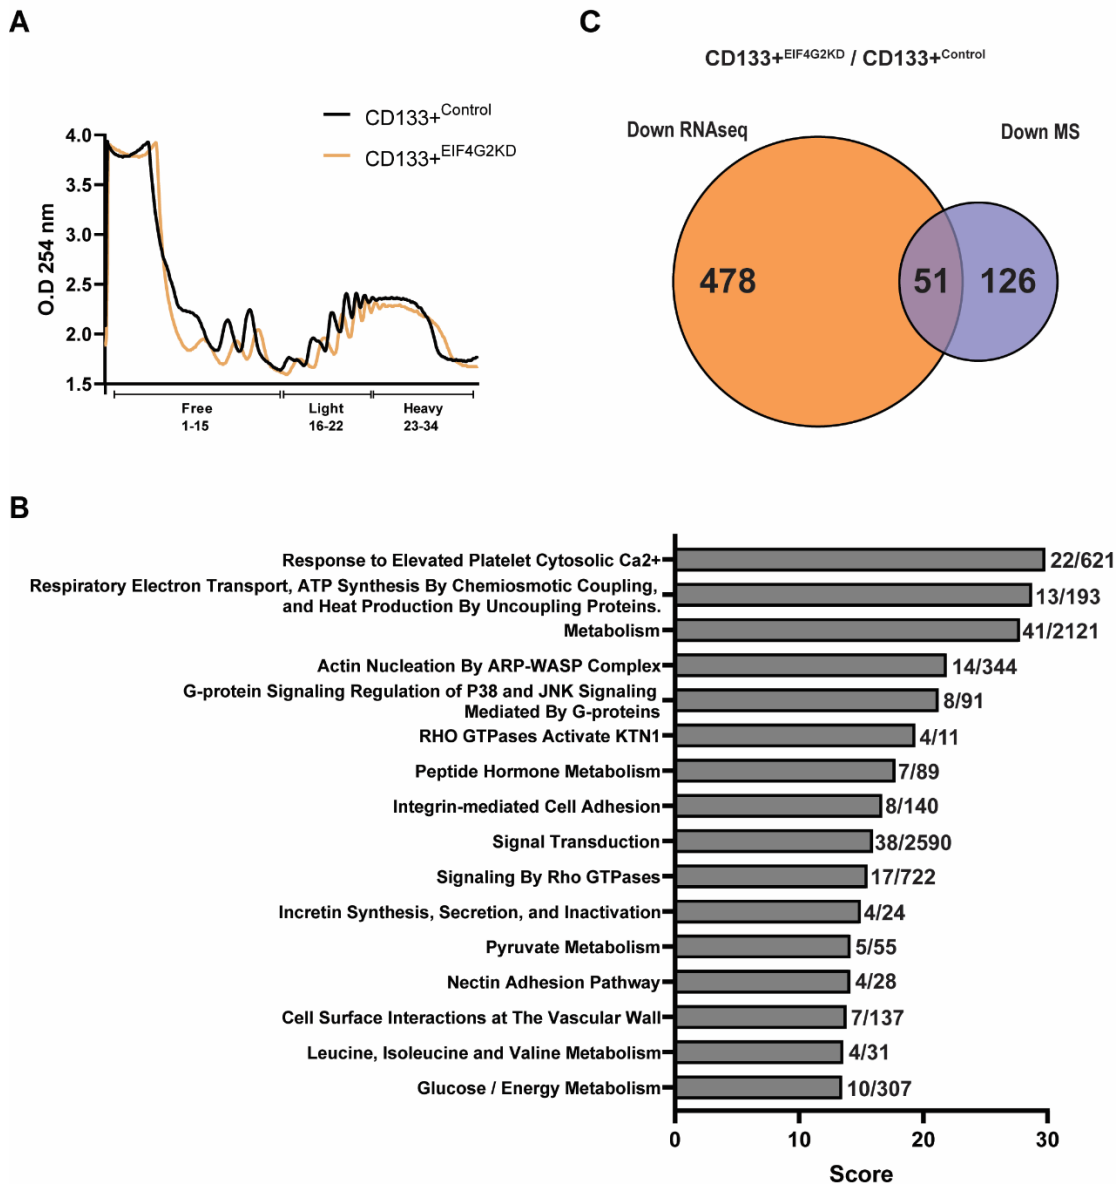

Supplementary Fig. S6- Additional proteomic analysis of sorted EIF4G2 KD cells.

A Polysomal profile of CD133+ control and EIF4G2KD HEC-1A cells. Values are presented as O.D. at 250nm. Fractions are listed on X-axis, representing free ribosomes, light and heavy polysomes as indicated. A representative plot of n=3 independent experiments is shown. **B** High scoring significant pathways identified by GeneAnalytics pathway analysis of the set of proteins with decreased abundance in the CD133+^{EIF4G2KD} / CD133+^{Control} comparison. Score numbers indicating significance are indicated. Only high score pathways are presented. Numbers at right represent the number of proteins identified in the dataset out of the total number of proteins within the given pathway. **C** Venn diagram showing overlap between downregulated DEGs as identified in the RNA-seq analysis and proteins with decreased abundance in MS in the comparison of CD133+^{EIF4G2KD}/CD133+^{Control} populations.

Meril et al. Supplementary Fig. S7

A

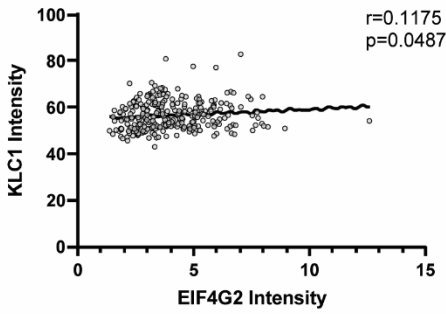

B

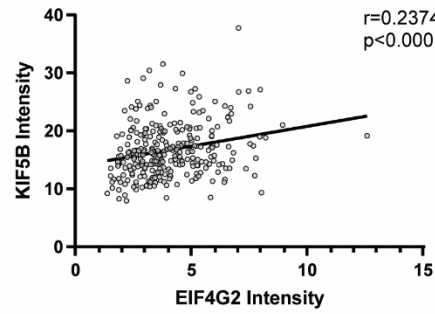

C

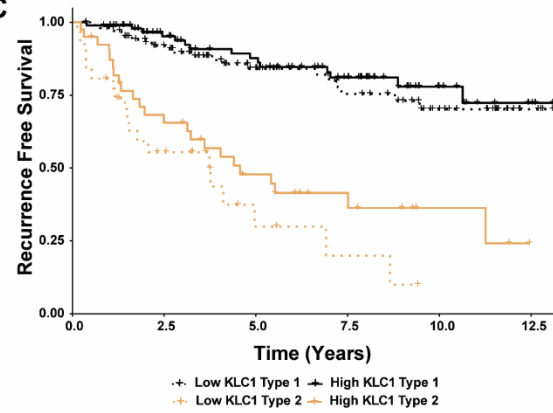

D

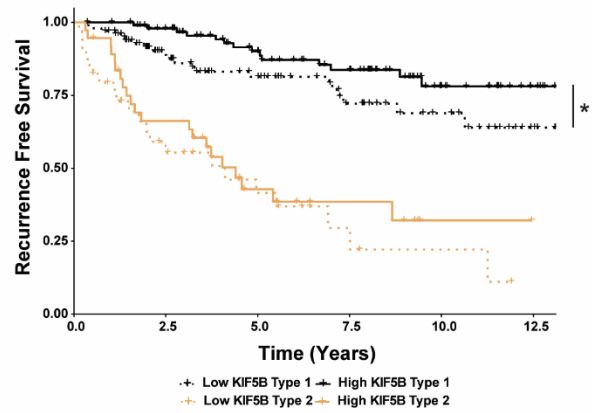

E

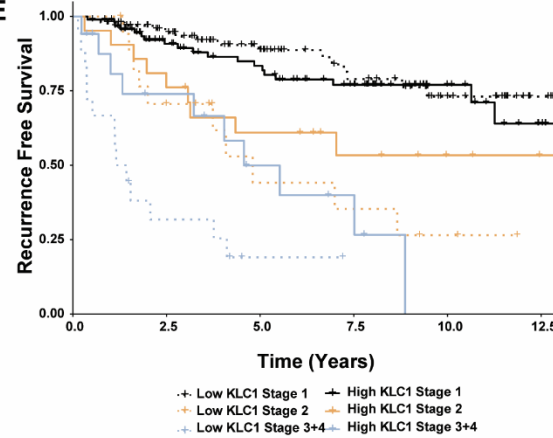

F

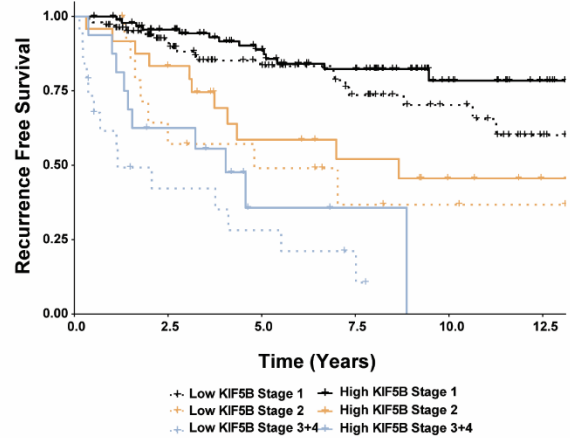

G

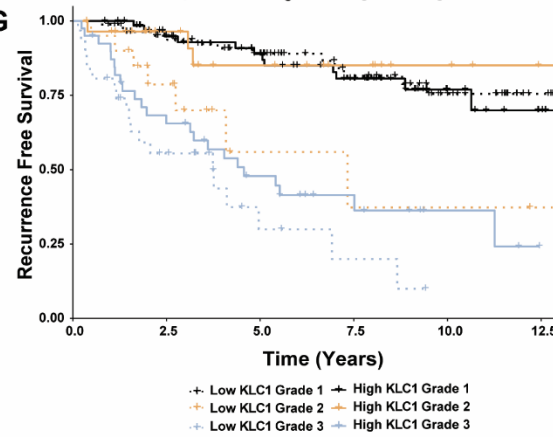

H

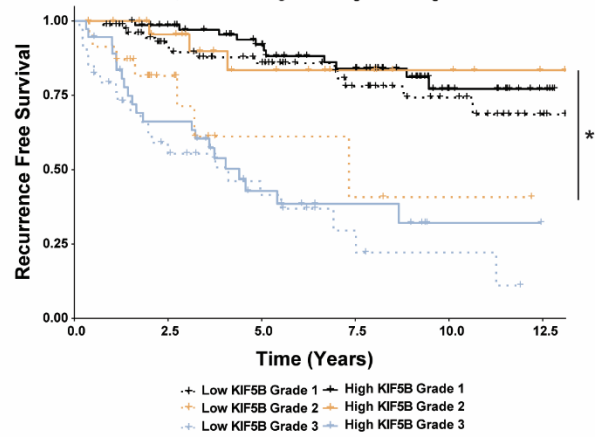

Supplementary Fig. S7- Additional analysis of KLC1 and KIF5B expression in EC patients and association with recurrence-free survival.

FFPE TMA sections from the cohort of 280 patients were immunostained for EIF4G2 and CK in the first panel or KLC1, KIF5B and CK in the second panel. **A, B** correlation analysis between KLC1 and EIF4G2 (**A**) or KIF5B and EIF4G2 (**B**) staining intensities was performed. Correlation coefficient r and P -val are noted on the graph. **C-H** Recurrent free survival of 280 endometrial patients according to tumor (**C, D**) type, (**E, F**) stage and (**G, H**) grade. KLC1 (**C, E, G**) and KIF5B (**D, F, H**) staining in CK positive cells was stratified according to high and low intensity levels compared to the calculated median and recurrent free survival was assessed by Kaplan-Meier statistics. Log rank P -value was determined for protein expression of each of these signatures. Paired comparison was calculated with FDR correction. *: $p < 0.05$.

How the deposited data were processed for this re-analysis (not part of the article)

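Bulk MARS-seq was measured in HEC-1A cells with a control shRNA or an shRNA against EIF4G2, each sorted into CD133− and CD133+ cells. The labels hold 20 samples, and 19 libraries were analysed; the third CD133+ Control replicate was left out because its label says that it failed the authors' quality check. According to the submitters' processing notes, the authors trimmed the reads with cutadapt, aligned them with STAR 2.4.2a to hg38 (mm10 is also listed in the notes), counted the 3' ends of genes with HTSeq and tested them with DESeq2. The authors deposited counts (whole numbers, not normalized) per gene, counts divided by size factors as a normalized signal per library, the mean normalized count, the log2 fold changes of the first over the second population, and p-values, raw and adjusted by the Benjamini-Hochberg method. The main tests used the deposited counts, and the deposited log2 fold changes and p-values served only for comparison. In the deposited table the smallest count that any gene reached in its highest library was 6, so genes below that level were removed before deposition or did not occur. Among the 36 pairs of libraries within a population, none were duplicates (chi-square per degree of freedom 5.15 to 30.2).

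Tests used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures used Python 3.11.15 with matplotlib 3.10.9 and numpy 2.4.6. Genes were kept by edgeR's filter (minimum count 10, minimum total count 15, over the 4 populations), which left 10338. Libraries were scaled by TMM, and 1 quasi-likelihood model with a mean for each population gave the 4 comparisons of the paper, the difference of the knock-down effects between CD133+ and CD133− cells (the interaction), and each population against the mean of the other 3. Adjusted p-values are Benjamini-Hochberg values over the genes of a comparison. CPM values were scaled by the TMM factors, and a prior count of 2 was used for log2 values per library. For EIF4G2, PROM1 and ALDH1A1, exact permutation tests regrouped the libraries. For 31 gene lists, camera used a preset correlation of 0.01, and an estimated correlation and fry were the alternatives; their p-values were adjusted over all lists and comparisons. Members of a list were counted as higher or lower by the adjusted p alone, without the thresholds on fold and mean count. Gene positions are those of GRCh38.

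The lists, the comparisons, the thresholds and the alternatives were set before the data were examined, and the values of the paper's Table S2 were visible by then. Genes were named by a rule of 3 parts. These were every gene the paper names for this experiment, the 6 largest rises and 6 largest falls per comparison among called genes whose populations did not overlap, and up to 4 members of each list with the smallest adjusted p among those below 0.05. The alternatives were DESeq2, limma-voom with quality weights, RLE scaling, no filter on low counts, the replicate number as a block, only the populations compared, the adjusted p alone, a mean normalized count above 30, and leaving out each library in turn.

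The replicate number was checked as a pairing of the samples. Of 27 pairs of libraries with the same number in different populations, 24 had a correlation of their deviations above 0.1 (range −0.23 to 0.70, median 0.42, against −0.09 for other pairs), and 12 of the 19 libraries correlated best with a library of their own number. The authors' deposited log2 fold changes were within 0.01 of those of DESeq2 with the number as a block for 99.95% to 99.96% of the genes of the table, and without the block for 11.6% to 36.7%. The pairing was therefore taken from the study's own fit, and blocked values are printed on that ground.

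Depth ranged from 1679447 to 5234905 counts per library (median 3047418), and a gene with 100 counts in a library carries a counting error of 10%. The main model was tested on simulated data, in which 200 genes were changed in counts modelled on these libraries. In the order CD133− EIF4G2KD over control, CD133+ EIF4G2KD over control, CD133− over CD133+ in control and the same in EIF4G2KD, it recovered 16.4%, 13.4%, 11.9% and 5.97% of changes of 1.5-fold, the study's own fold threshold, 50.7%, 46.3%, 41.8% and 62.7% of changes of 2-fold, and 92.4%, 90.9%, 89.4% and 93.9% of changes of 4-fold, and it called 4, 9, 7 and 3 unchanged genes. The simulated counts were drawn independently, with no shared effect of the replicate number, GC content or an outlying library, all of which these libraries showed. The shares recovered and the unchanged genes called may therefore differ in the real data. The patients' data of the paper were not used here.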

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

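The tests on control cells mixed into the CD133+ EIF4G2KD libraries, on nuclear RNA and on a knock-down effect common to both sorted populations were chosen only after the result was seen.

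In 4 of 96 groups tested, 1 library lay far from the others, and chance marks about 1 in 20 groups. PAX2 was lowest in CD133− Control replicate 3, at 18.9 CPM (the others 24.4 to 26.5). KIF5B was highest in CD133+ Control replicate 2, at 37.2 (25.6 to 26.9), and MRE11 in CD133+ EIF4G2KD replicate 5, at 23.1 (13.1 to 15.7). TOP3A was highest in CD133− EIF4G2KD replicate 5, at 14.1 (7.32 to 8.95).

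The knock-down effect, meaning the difference of EIF4G2KD from control, differed between CD133+ and CD133− cells for 197 genes by the interaction term. In the named genes the log2 difference, CD133+ minus CD133−, was positive for BAHCC1 (6.02), SCIN (4.35), EEF1A2 (4.03), POU3F3 (3.57), TNNI3 (3.34), TMEM132D-AS1 (3.25), RAB25 (3.08), CHST13 (2.68), ALDH1A1 (2.18), MUC1 (1.57) and NDUFA6 (0.76). It was negative for RPL35 (−0.72), ALDH3A2 (−0.87), TSPAN1 (−0.97), CCL28 (−1.01), RPS6 (−1.07), WNT7A (−1.25), HOXA11 (−1.61), BIK (−1.65), DHRS3 (−2.53), FSCN1 (−2.70), LINC00869 (−2.96), CYSRT1 (−3.16), SH2D6 (−3.18), HAS3 (−3.81), FUOM (−3.86) and MSMP (−3.96). RAB25 and MUC1 lie in 1q and RPL35, RPS6, CYSRT1 and MSMP on chromosome 9, and these went the way of their region, while LINC00869 (1q), ALDH1A1 (chromosome 9) and TNNI3 (19q) went against it. Medians over regions were 0.53 for 1q, −0.59 for chromosome 9, −0.47 for 19q and −0.41 for chromosome 21.

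EIF4G2 mRNA had a log2 fold change of −0.45 in CD133+ and −1.48 in CD133− EIF4G2KD over control, and the difference of 1.03 (standard error 0.47, edgeR's unadjusted p = 0.039; adjusted p = 0.34) did not pass the test over all genes, with or without the block. Control cells mixed into the CD133+ EIF4G2KD libraries would need a share of 58.5% if silenced CD133+ cells held the EIF4G2 ratio of CD133− cells, and no gene could then fall below that share of its control level. Of the 10338 genes tested, 43 lay below it (edgeR's test against that fold, adjusted p below 0.05), but with EIF4G2 in CD133+ cells lowered by 1 standard error the share was 35.0% and 5 genes did, so a mixture with fewer control cells stays open. GC content bias was weighed by adding each library's GC slope to the blocked model. The log2 difference of the EIF4G2 effects then went from 1.07 (standard error 0.41, edgeR's unadjusted p = 0.017; adjusted p = 0.13) to 0.50 (standard error 0.25, edgeR's unadjusted p = 0.053; adjusted p = 0.25), which is 2.04 standard errors from 0. Without the block it was 0.51 (standard error 0.31), 1.64 standard errors from 0, and the bound set beforehand against GC bias as the whole cause was 2. The blocked value of 2.04 passes that bound by less than its spread, and the demand for such a margin was added after the value was seen. The value without the block does not pass it. CD133− EIF4G2KD libraries 5 and 4 had the steepest GC slopes (0.0354 and 0.0235 log2 units per percent GC) and the lowest EIF4G2 levels (36.8 and 51.1 CPM). The covariate can therefore take up a stronger knock-down in these libraries. For that reason the test cannot decide, and GC content bias stays open for the mRNA. The paper's EIF4G2 protein log2 ratios, which GC content of the libraries cannot affect, were −1.0 in CD133− and −0.12 in CD133+ cells, the direction that a weaker knock-down in the sorted CD133+ cells, or control cells among them, predicts.

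CD133− EIF4G2KD libraries 5, 4 and 2 and CD133+ EIF4G2KD library 3 stood apart on the first principal component. They also had the lowest EIF4G2 levels of the 19 libraries, 36.8, 51.1, 102 and 130 CPM, against 163 or more in the others. The pattern thus goes with the EIF4G2 level too, which was not tested as an explanation. With every library thinned to the smallest total, the gap between the lowest of the 4 scores and the highest of the others was 0.645 of the range of the others, against 0.776 unthinned, so depth did not account for the pattern. With each library's trend on GC content removed, the gap on the new first component was −0.849, the result that GC content bias predicts. Only that component was scored. Before the removal the first 2 components held similar shares of the variance (25.0% and 22.5%), so the pattern may have moved to a later one. The test therefore cannot decide whether GC content bias accounts for the pattern. Slopes were 0.0354 and 0.0235 log2 units per percent GC in CD133− EIF4G2KD libraries 5 and 4 but −0.00584 in library 2. Listed nuclear RNAs were higher in the 4 libraries by a median log2 difference of 0.208, with 14 of 19 above 0 and 97.5% of random sets below, and an excess of nuclear RNA stays open because the median is under the 0.5 that was required.

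Genes of 1q, chromosome 9, 19q and chromosome 21 shifted together in the CD133+ EIF4G2KD libraries, and the regions were picked because this was seen. In 7q, 4 neighbouring windows had medians of −0.17 to −0.25 in the same libraries, a smaller shift that was not tested here. The paper's Table S3 lists 99 proteins encoded in these regions as changed between CD133+ EIF4G2KD and CD133+ Control. Of these, 96.0% changed in the direction of their region, as a copy number difference between cell clones predicts. Proteins that follow their mRNA would do so under any cause of the shift. Fisher's exact test (p = 6.4e-23) compared increased with decreased proteins between 1q and the other regions, counting each protein as independent. Of 185 changed proteins encoded elsewhere, 38.9% were increased. The smallest of the 4 shifts was 0.410 in size with each library's trend on GC content removed, which argues against GC content bias, and the largest median in CD133− cells, signed by the direction in CD133+ cells, was 0.000333, which argues against a knock-down effect common to both populations. Clones of different karyotype may therefore underlie the shift, but DNA was not analysed here and the proteins come from the same comparison, so an effect of the knock-down in CD133+ cells alone stays open. Of the 603 called genes with a position, 42.0% lay in windows of 50 neighbouring genes shifted by more than 0.3, between the bounds of 10% and 50% set beforehand, so the data leave open how many of the calls copy number accounts for.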

How the results depend on the processing

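The fit of DESeq2 with the replicate block, the splits fitted with the block, the fits without 2 or 4 libraries, and the counts without the genes of 4 regions were chosen only after the result was seen. The cause was not tested for the changes below, except that counts without the 4 regions hold fewer genes by construction.

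For CD133− EIF4G2KD over control, 1 gene was called, and the count was 38 with DESeq2, 80 with the replicate number as a block, 0 with limma-voom and 0 with only the populations compared (1092 genes at an unadjusted p below 0.05 by edgeR). It was 136 with DESeq2 and the block together, and 0 without CD133− EIF4G2KD replicates 4 and 5 or without the 4 libraries apart on the first principal component. For CD133+ EIF4G2KD over control (626) the block gave 1035 and leaving out genes of the 4 regions 356. For CD133− over CD133+ in control (24) the count was 44 with DESeq2, 56 with the block, 43 with limma-voom, 14 with only the populations compared and 76 with DESeq2 and the block. In EIF4G2KD cells (613) it was 973 with the block, 366 without the regions and 275 without the 4 libraries. For the interaction (197) it was 303 with DESeq2, 592 with the block, 102 without the regions, 128 without CD133− EIF4G2KD replicates 4 and 5 and 109 without the 4 libraries. For CD133+ EIF4G2KD against the other populations (665) it was 1133 by the adjusted p alone and 384 without the regions. Gene lists past camera numbered 5, against 2 with an estimated correlation and 13 with fry; 4 of the 5 and both of the 2 are lists that the study drew from these samples, so they are not evidence of a direction. EIF4G2 in CD133− cells passed the test with the block (−1.55). Apart from these, the counts with RLE scaling, no filter and a mean above 30 stayed within 1.5 times.

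Leaving out each library in turn gave 0 to 60 genes for CD133− EIF4G2KD over control (60 without CD133− Control replicate 2), 468 to 620 for CD133+ EIF4G2KD over control and 15 to 24 for the control populations (15 without CD133+ Control replicate 5). It gave 484 to 695 for the EIF4G2KD populations, 125 to 210 for the interaction (125 without CD133− Control replicate 3, 129 without CD133+ Control replicate 5) and 530 to 685 for CD133+ EIF4G2KD against the others. Of 206 values of named genes, 113 were called, and none reversed in the settings named next, the only ones run for these values. DESeq2 lost 1 call and gained 6, RLE scaling lost 1, no filter lost 2, limma-voom lost 7 and gained 6, and leaving out each library in turn lost 34 and gained 15. The block lost 1 (COX6B1 in CD133+ EIF4G2KD over control) and gained 10. Those were EIF4G2 and TMOD1 in CD133− EIF4G2KD over control, KLC3 and PARP1 in CD133+ EIF4G2KD over control, and KRT13, MUC1 and TMOD1 between the control and KRT13, MUC1 and SOX17 between the EIF4G2KD populations. It changed no other call of a named gene.

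Other splits of the same libraries were counted, 100 per comparison. For CD133− EIF4G2KD over control, 6 of 100 splits gave as many genes as the real one (1; highest other 19), so chance cannot be excluded for that count, and of the 15 that part all 5 numbers 2 did (highest other 5). With the replicate block 3 of 100 splits reached the real count (80, highest other 214). Among the 15 that part all 5 numbers, the split that exchanges the libraries numbered 2 gave 80 as well. That split keeps the real labels of every other number, and 15 splits are too few to set a count apart, so they cannot decide on the blocked count. The split with 214 grouped CD133− Control replicate 2 with CD133− EIF4G2KD replicates 1, 2, 4 and 5, which points to a structure of the samples. For CD133+ EIF4G2KD over control only the real split, 1 of 100, reached its count (626; highest other 309, and 245 among those parting as many numbers), and for the control populations likewise 1 of 100 (24; highest other 2). For the EIF4G2KD populations 2 of 100 did (613; highest other 622), and the other split set CD133− EIF4G2KD 2, 4 and 5 and CD133+ EIF4G2KD 2 and 3 against the rest. That split points to a structure of the samples, the one on the first principal component, and among those parting all 5 numbers the highest other was 31. With the block, 1 of 100 splits reached the count for CD133+ EIF4G2KD over control (1035; highest other 712), 1 of 100 for the control populations (56; highest other 8) and 3 of 100 for the EIF4G2KD populations (973; highest other 1263, and 597 among those parting all 5 numbers).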

Differences from the paper's values

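The model of DESeq2 with the replicate number as a block was chosen only after the result was seen.

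For CD133− EIF4G2KD over CD133− Control the paper gives 137 differentially expressed genes, and 1 was called here at the paper's thresholds. All of the alternatives set before the data were examined differ from the paper's value as well, with 80 with the replicate number as a block and 38 with DESeq2 the nearest by model, 60 without CD133− Control replicate 2, and 0 or 1 in the others. DESeq2 with the replicate number as a block and no independent filtering, chosen after seeing the values, gave 136, and it drops 0 of the 136 genes in the authors' deposited list.

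Between the control populations the paper gives 77 differentially expressed genes, and 24 were called here. Of the alternatives set before the data were examined, the replicate number as a block (56) does not differ by the same measure, while DESeq2 (44), limma-voom (43) and the others do. DESeq2 with the block and no independent filtering, chosen after seeing the values, gave 76, and it drops 0 of the 76 genes in the authors' deposited list.

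The paper calls the annotation of its control comparison, with embryonic and pluripotent lineage markers, compatible with more stem-like CD133+ cells. Here SOX17 (log2 fold change 3.44), TNNI3 (1.77), PAX2 (3.15) and FGF18 (1.97) were higher in CD133− than in CD133+ control cells, and ALDH1A1 was as well (0.77), while PROM1 was lower (−2.83), as the sort on its product sets. The paper's own Table S2 gives each of these genes the same direction, so the values themselves do not differ. For the ALDH1A1 protein the paper saw no difference between the control populations. The paper counts KIF5B among the proteins that decreased without a comparable decrease of the mRNA. Here KIF5B mRNA had a log2 fold change of −1.60 (adjusted p = 0.032) in CD133+ EIF4G2KD over control, a call lost without any 1 of the 4 CD133+ Control libraries or of CD133+ EIF4G2KD replicates 2, 3, 4 and 5 (adjusted p from 0.054 to 0.087), while KLC1 (−0.11) and KLC2 (0.05) did not pass the test. The paper's own Table S2 gives KIF5B a log2 fold change of −1.74, which does not differ from the value here.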

Other observations

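Among EIF4G2KD cells, EGR1, an immediate early transcription factor, was at 321 ± 85.1 CPM in CD133− EIF4G2KD and 156 ± 26.7 in CD133+ EIF4G2KD (SD, n = 5 each; log2 fold change 1.04, standard error 0.21, edgeR adjusted p = 0.0032). JUN, a subunit of AP-1, went the other way (−1.07, standard error 0.27, edgeR adjusted p = 0.017; adjusted p = 0.054 without CD133+ EIF4G2KD replicate 5). Of 22 immediate early and heat shock genes, 1 was higher and 2 were lower in CD133− EIF4G2KD, the same when adjusted over the list alone (camera, adjusted p = 0.99). Of 14 p53 targets, 3 were higher and none lower, also when adjusted over the list alone (camera, adjusted p = 0.74), among them the kinase PLK3 (1.28, standard error 0.24, edgeR adjusted p = 0.0022). Of 20 genes of the type I interferon response, 2 were lower, IFI35 (−1.08, standard error 0.22, edgeR adjusted p = 0.0037) and IFI6 (−0.91, standard error 0.21, edgeR adjusted p = 0.0099), and none was higher (3 lower and 1 higher when adjusted over the list alone; camera, adjusted p = 0.74).

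PARP1, which senses DNA breaks and is encoded in 1q, was at 147 ± 38.7 CPM in CD133+ EIF4G2KD (SD, n = 5) and 83.8 ± 32.0 in CD133+ Control (SD, n = 4), with a log2 fold change of 0.80 (standard error 0.27, edgeR adjusted p = 0.070) and 0.91 (standard error 0.11, adjusted p = 2.8e-05) with the replicate number as a block. TMOD1, a cap of actin filaments encoded on chromosome 9, was higher in CD133− than in CD133+ EIF4G2KD cells (log2 fold change 2.97, standard error 0.33, edgeR adjusted p = 7.8e-06).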
